# ELF3 is an antagonist of oncogenic-signalling-induced expression of EMT-TF ZEB1

**DOI:** 10.1080/15384047.2018.1507256

**Published:** 2018-08-27

**Authors:** D Liu, Y Skomorovska, J Song, E Bowler, R Harris, M Ravasz, S Bai, M Ayati, K Tamai, M Koyuturk, X Yuan, Z Wang, Y Wang, R.M. Ewing

**Keywords:** Oncogenic signalling, epithelial-mesenchymal transition, Wnt signalling, RNA-seq, protein networks

## Abstract

**Background**: Epithelial-to-mesenchymal transition (EMT) is a key step in the transformation of epithelial cells into migratory and invasive tumour cells. Intricate positive and negative regulatory processes regulate EMT. Many oncogenic signalling pathways can induce EMT, but the specific mechanisms of how this occurs, and how this process is controlled are not fully understood.

**Methods**: RNA-Seq analysis, computational analysis of protein networks and large-scale cancer genomics datasets were used to identify ELF3 as a negative regulator of the expression of EMT markers. Western blotting coupled to siRNA as well as analysis of tumour/normal colorectal cancer panels was used to investigate the expression and function of ELF3.

**Results**: RNA-Seq analysis of colorectal cancer cells expressing mutant and wild-type β-catenin and analysis of colorectal cancer cells expressing inducible mutant RAS showed that ELF3 expression is reduced in response to oncogenic signalling and antagonizes Wnt and RAS oncogenic signalling pathways. Analysis of gene-expression patterns across The Cancer Genome Atlas (TCGA) and protein localization in colorectal cancer tumour panels showed that ELF3 expression is anti-correlated with β-catenin and markers of EMT and correlates with better clinical prognosis.

**Conclusions**: ELF3 is a negative regulator of the EMT transcription factor (EMT-TF) ZEB1 through its function as an antagonist of oncogenic signalling.

## Introduction

Epithelial-to-mesenchymal (EMT) transition is a central step in the acquisition of a migratory and invasive phenotype by cancer cells in epithelial tumours, through loss of cell-cell adhesion and cell polarity.^1^ The altered expression of ZEB, Snail and Twist transcription factor families, known as EMT transcription factors (EMT-TFs), that cause destabilisation of adherens junctions and loss of cell-cell adhesion though repression of E-Cadherin is a prominent feature of cells undergoing EMT.^2^ There is significant evidence of cross-talk and feedback between these EMT inducers and oncogenic signaling pathways that activate the EMT process.^3^ For example, transcriptional activation of ZEB1 is induced through Wnt signaling and promoter binding of β-catenin/TCF4.^4,5^ In addition, EMT inducers can enhance oncogenic signaling through multiple molecular mechanisms; Snail can promote expression of Wnt target genes through interaction with β-catenin,^6^ and loss of ZEB1 mediated repression of E-cadherin enables nuclear localization of oncogenic β-catenin.^7^ The balance between regulation of oncogenic signalling and loss of the epithelial state is exemplified by the competition between E-cadherin and the Wnt signalling pathway for β-catenin. Loss of E-cadherin during EMT can release β-catenin and promote β-catenin/TCF driven transcriptional activity and expression of β-catenin–binding domains of E-cadherins can reduce canonical Wnt signalling activity and relocate β-catenin from the nucleus to the plasma membrane.^8^ Despite the depth of study of E-cadherin and its function during EMT, relatively little is known about how the epithelial state is maintained and of factors that repress EMT in cancer cells by antagonizing oncogenic signalling, although transcription factors such as OVOL1, OVOL2^9,10^ and GRLH2^11,12^ that maintain the epithelial state or induce mesenchymal-to-epithelial transition (MET) in human cancers have been described.

Using RNA-Seq analysis of colorectal cancer cells expressing wild-type or oncogenic β-catenin, we identified genes regulated by oncogenic Wnt signalling in colorectal cancer cells. We uncovered the E74-like ETS transcription factor 3 (ELF3), an epithelial-specific transcription factor as significantly down-regulated in cells with oncogenic β-catenin and then investigated the role of ELF3 as an antagonist of oncogenic Wnt signaling and expression of EMT markers. ELF3 is a member of a large family of ETS domain transcription factors that have varied roles in development and oncogenesis and ELF3 itself has been shown to have both oncogenic and tumour suppressor functions, and multiple molecular mechanisms proposed for these activities.^13^ Silencing of ELF3 promotes EMT and increased mobility and invasion of cancer cells,^14^ and a recent study identified ELF3 as a tumour suppressor, with frequent inactivating mutations associated with Wnt pathway activation in ampullary tumours.^15^ In this study, we show that ELF3 expression is repressed by oncogenic Wnt/ β-catenin and RAS signaling and that ELF3 can antagonize oncogenic-signaling induced expression of EMT markers such as ZEB1 (one of the important EMT-TFs) as well as β-catenin/TCF transcriptional activation. In addition to these mechanistic studies, we show that ELF3 gene-expression across tumour panels is inversely correlated to markers of EMT and oncogenic signaling. Analysis of ELF3 in colorectal adenocarcinoma (CRC) tissue microarray panels indicates that ELF3 expression is significantly decreased in colorectal tumour tissues and that the presence of ELF3 expression correlates positively with better clinical prognosis.

## Materials and methods

### Cell line culture and sample extraction

Colorectal cancer cell lines HCT116, HKe3, HKh2, RAS-inducible HKe3 ER:HRAS V12, HCT116-CTNNB1^−/Δ45^ and HCT116-CTNNB1^WT/-^ were regularly maintained in McCoy-5A media (Life Technologies, 16600–108, Carlsbad, CA) containing 10% fetal bovine serum (Life Technologies, 10438–026, Carlsbad, CA) and 1% streptomycin-penicillin (Life Technologies, 15140–148, Carlsbad, CA) at 37°C in CO2 incubator (5% CO2, 100% H2O). Cells were harvested by scraping the cells off plates and then washed with cold PBS twice for immediate use or storage (−80°C). Harvested cells were lysed (25mM Tris-HCl, pH7.4, 1mM EDTA, 150mM NaCl, 1% NP-40, 50% glycerol, Protease inhibitor cocktail) by homogenization and incubated on ice for 30 min followed by centrifugation at 13,000rpm for 30min. The supernatant (soluble fraction) was kept for further analysis. Proteins were quantified by Bio-Rad protein assay dye (500–0006, Bio-Rad, Hercules, CA) by measuring the absorbance at 595nm. RAS-inducible HKe3 ER:HRAS V12 cells express a regulatable RAS construct made up of mutant HRAS fused to the oestrogen receptor (ER) ligand-binding domain that is conditionally responsive to 4-hydroxytamoxifen (OHT).^16^ Addition of OHT acutely activates the RAS pathway in HKe-3 cells expressing ER:HRAS V12.^5^ The ER system uses a mutated estrogen receptor, which does not bind to estrogen, its physiological ligand, but binds with very high affinity to the synthetic ligand 4-OHT and regulates the activity, not expression level of its fusion partner in a 4-OHT-dependent fashion.

### SDS-PAGE & immunoblotting

Western blot analysis was carried out with lysates from cells with urea buffer (8M urea, 1M thiourea, 0.5% CHAPS, 50mM dithiothreitol and 24mM spermine). Primary antibodies were from Sigma (ELF3, 1:500, HPA003479, rabbit polyclonal), Santa Cruz (ZEB1, 1:500, sc-25388, rabbit polyclonal; E-cadherin, 1:1,000, sc-21791, mouse monoclonal 67A4), Abcam (β-tubulin, 1:5,000, ab6046, rabbit polyclonal; β-actin, 1:2,000, ab8226, mouse monoclonal mAbcam 8226), BD Biosciences (β-catenin, 1:2,000, 610154, mouse monoclonal 14/β--catenin), Cell Signaling Technology (phospho-ERK, 1:1,000, 9101, rabbit polyclonal; phospho-Akt-Ser473, 1:1,000, 9271, rabbit polyclonal). Signals were detected using the Odyssey imaging system (LI-COR), and evaluated by ImageJ 1.42q software (National Institutes of Health).

### RNA-seq analysis

The quantity of total RNA in each sample was collected using Qubit (Invitrogen) and libraries prepared using Illumina TruSeq Total RNA v2 kit with Ribo Zero Gold for rRNA removal. The Ribo-Zero kit was used to remove ribosomal RNA (rRNA) from 1 µg of Total RNA using a hybridization/bead capture procedure that selectively binds rRNA species using biotinylated capture probes. The resulting purified mRNA was used as input for the Illumina TruSeq kit in which libraries are tagged with unique adapter-indexes. Final libraries were validated using the Agilent High Sensitivity DNA kit (Agilent), quantified via Qubit, and diluted and denatured per Illumina’s standard protocol. High-throughput sequencing was carried out using the Illumina HiScan SQ instrument, 100 cycle paired-end run, with one sample loaded per lane, yielding on average > 100 million reads per sample. Reads were mapped to human genome hg19 using TopHat2 version 2.1.0^17^ with default settings and reads summarized by gene feature using htseq-count.^18^ Differential expression analysis was performed and p-values adjusted for fdr were computed with DeSeq.^19^ Data are available from GEO (accession: GSE95670).

### RNA-seq and transcription factor analyses

Gene Ontology term enrichment was computed in Pathway Studio v9 (Ariadne Genomics). The significantly differential sets of mutant and wild-type genes from the RNA-Seq analysis were analysed using Enrichr^20^ and oPOSSUM-3.^21^ RNA-Seq high-scoring sub-networks were identified in combined BioGRID (v3.4.136) PPI / RNA-Seq expression networks and predicted transcription factors identified for each significant network. Significant networks were identified using MoBaS as previously described.^22^ MoBaS was used to identify significant sub-networks in PPI network by scoring the sub-networks using the RNA-Seq quantitative measurements. Randomized networks (permutation tests using edge swaps to maintain degree distribution) were then analysed to assess the statistical significance of the identified sub-networks. Each subnetwork deemed significant by MoBaS comprises a group of functionally coherent proteins that exhibit significant aggregate differential expression at the mRNA level.

### Gene-expression data analysis and tools

Colorectal tumour gene-expression datasets were retrieved directly from TCGA^23^ or GEO Accession: GSE41258.^24^ Gene-expression profiles were normalized (unit vector), correlations were computed (Pearson’s r) and clustered using hierarchical clustering (UPGMA). For analysis of ELF3 and CTNNB1 correlations across the TCGA colorectal tumour gene-expression dataset, all correlations across the 20532 genes were computed and ranked. (The top 25 most-correlated ELF3 or CTNNB1 gene-expression profiles are shown in Figure 2B)

**Figure 1:**
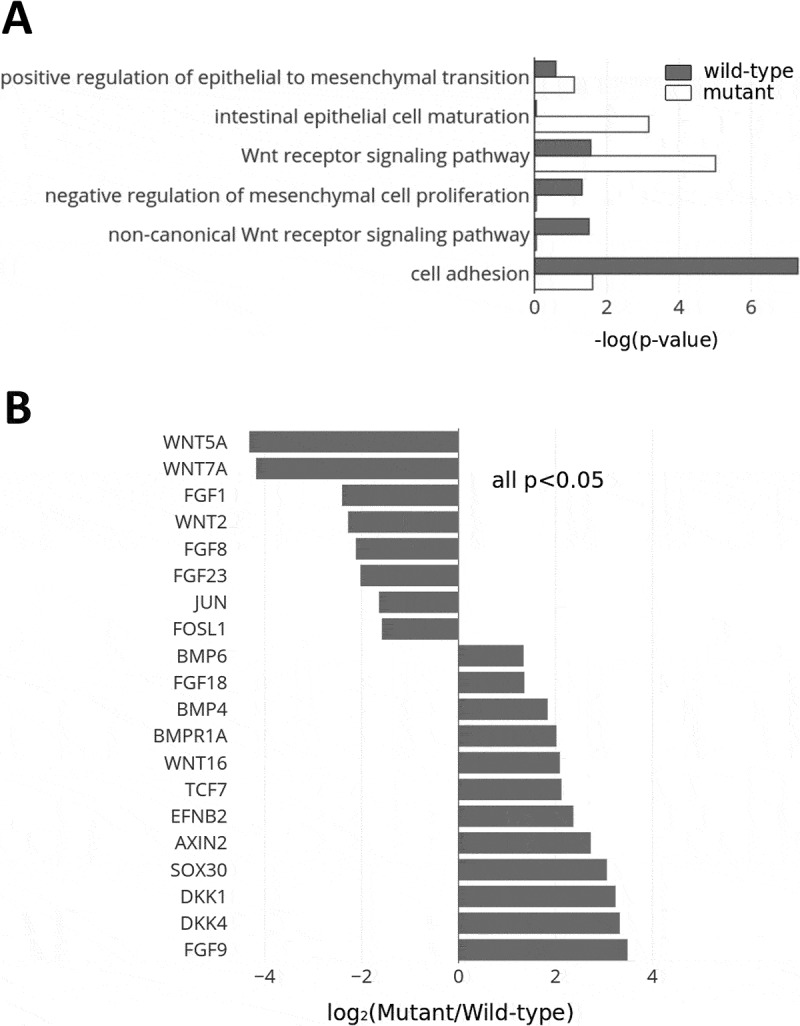
**Comparative transcriptome analysis identifies ELF3 as a candidate regulator of oncogenic signalling-induced EMT (A)** Selected enriched Gene Ontology terms in mutant or wild-type β-catenin cells. Significant Gene Ontology terms (p < 0.05) in either mutant or wild-type cells pertaining to Wnt signalling or EMT are shown **(B, C**) Gene-expression ratios (log2 ratio of mutant/wild-type β-catenin cells from RNA-Seq) for (**B**) known direct β-catenin/TCF transcriptional targets and for (**C**) Epithelial-Mesenchymal-Transition components. Significance (indicated by asterices) is fdr-adjusted Student’s t-test **(D)** Highest scoring sub-network showing connected gene products with significantly differential (p < 0.05) abundance between mutant and wild-type β-catenin cells. Network nodes are coloured according to the mutant/wild-type expression ratio (red = mutant> wild-type), (green = wild-type> mutant). Transcription factors enriched in this network are shown in the Table, and are ranked according to the degree of enrichment. The highest scoring network is significantly enriched for KLF family and ELF3 transcription factors. Asterices indicate those genes predicted to be regulated by ELF3 (from the transcription factor enrichment analysis).

**Figure:**
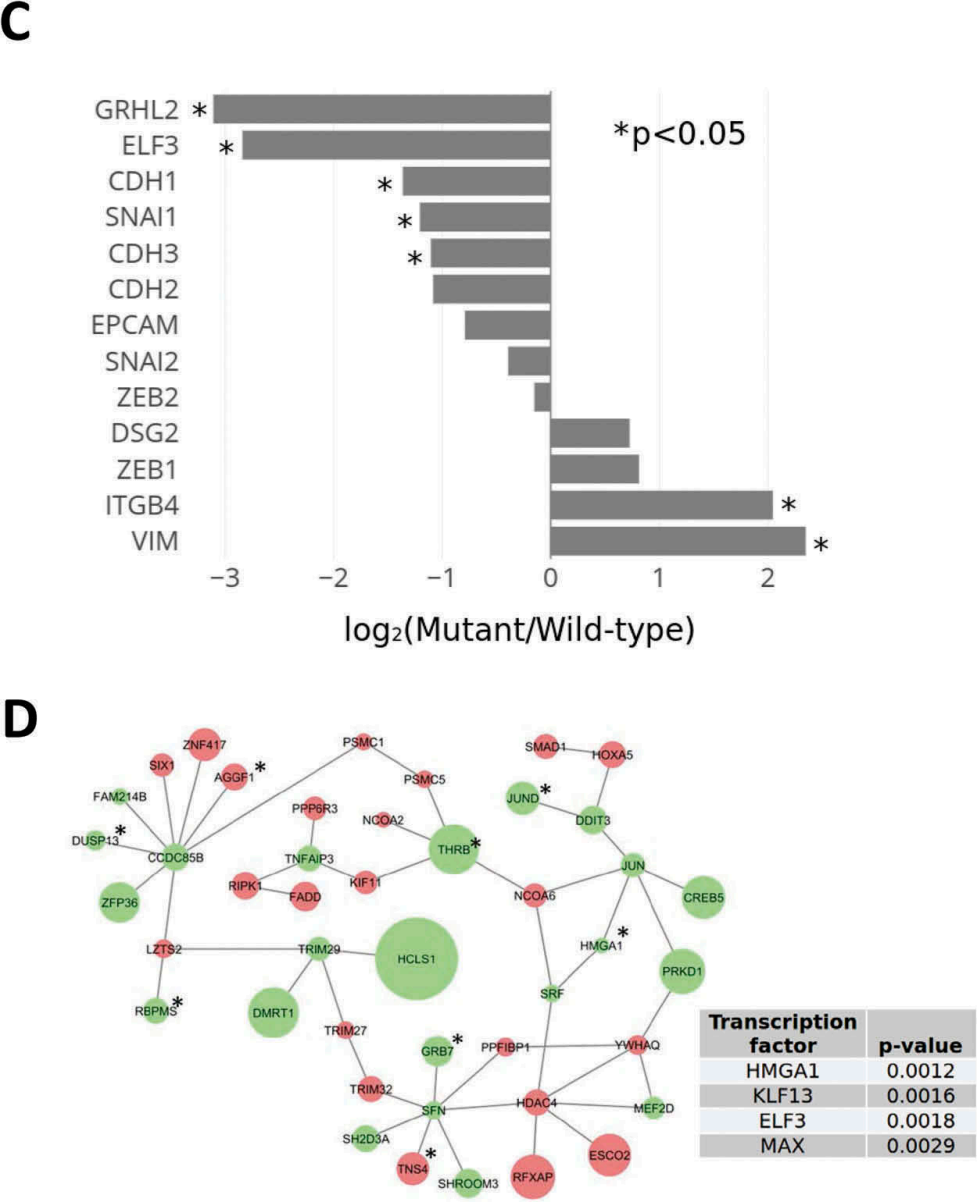
Figure 1 (Continued).

**Figure 2:**
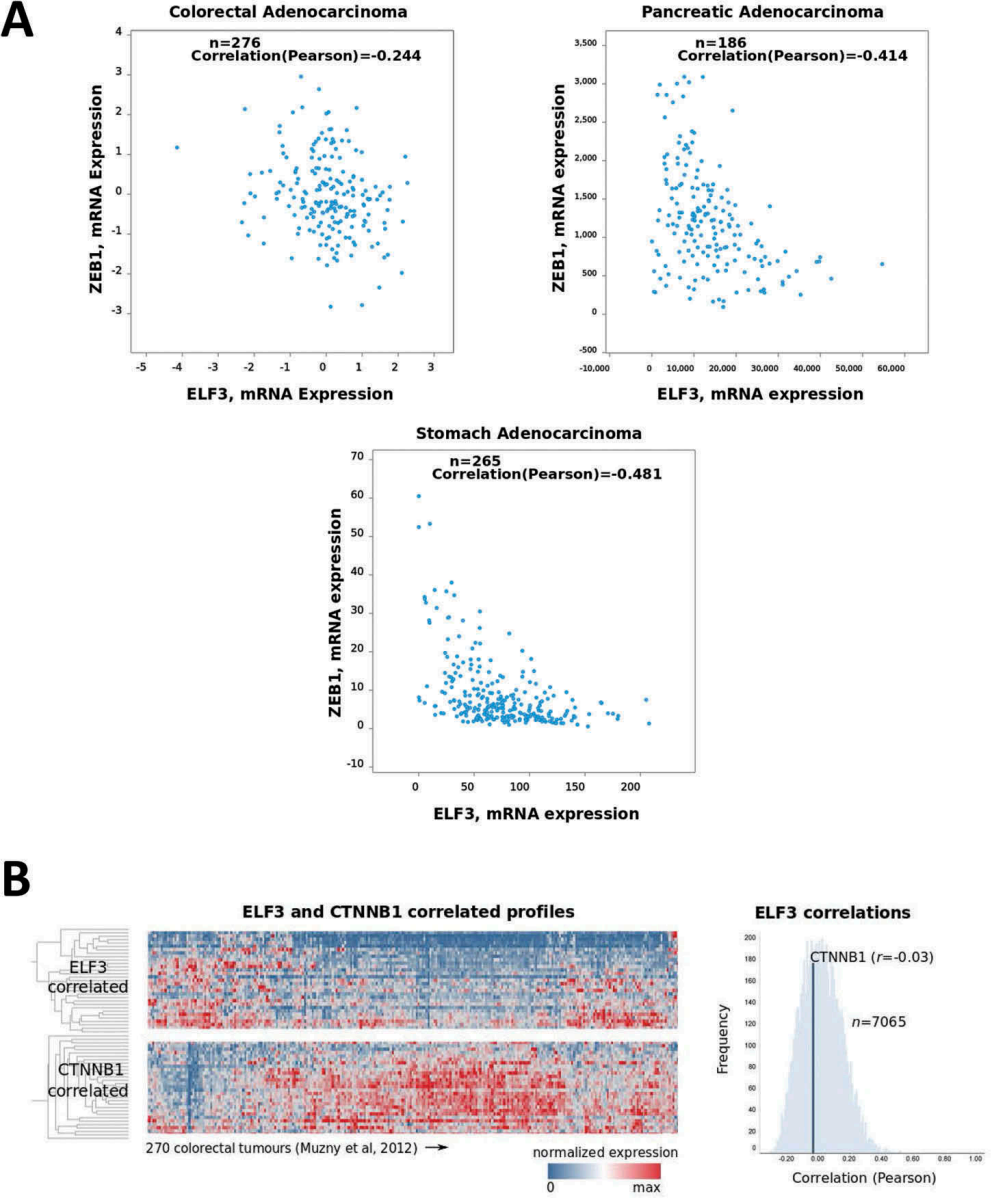
**ELF3 expression and correlation across large-scale tumour datasets (A)** ELF3 and EMT marker ZEB1 show anti-correlation of gene-expression across colorectal, pancreatic and stomach adenocarcinoma TCGA datasets. Colorectal values are microarray z-scores and stomach and pancreatic values are RNA-Seq RSEM values **(B)** Heatmap showing gene-expression values from colorectal cancer TCGA (270 samples) study (Muzny et al, 2012). The 25 most-correlated (Pearson’s r) gene-expression profiles for ELF3 and CTNNB1 are shown as indicated and the histogram indicates the distribution of correlation values across this dataset for ELF3.

### CRC tissue microarray and immunohistochemistry (IHC)

A commercially available tissue microarray (TMA) slide (HColA180Su11, Shanghai Outdo Biotech Co., Ltd., China) with 86 matched pairs of primary CRC samples and adjacent normal tissues was purchased for IHC analysis. All procedures were approved by the Ethical Committee of Tongji Hospital. For IHC, the section was de-waxed, rehydrated and incubated with 3% hydrogen peroxide to block endogenous peroxidase activity (30 min). After microwave antigen retrieval, sections were blocked and then incubated overnight at 4 degree with a primary antibody against ELF3 (1:50, HPA003479, SIGMA), followed by horseradish peroxidase-labelled secondary antibodies for 60 min at 37 degree. After rinsing with PBS three times, staining was visualized using the peroxide substrate solution diaminobenzidine. Counterstained by haematoxylin, the slides were dehydrated in graded alcohol and mounted. Negative controls were prepared in the absence of primary antibody. IHC score was calculated as the multiplication of staining intensity (0 for negative staining, 1 for weak staining, 2 for moderate staining and 3 for strong staining) and the percentage of positive cells (0, < 10% positive cells; 1, 10–30% positive cells; 2, 30–50% positive cells; 3, > 50% positive cells), which range from 0 to 9. Final score < 4 indicated low expression and score ≥ 4 represented high expression. All experiments were performed at least three times. Individual group comparison was performed using Student’s t-test. Kaplan-Meier analysis was used to determine the survival data. Overall survival was defined as the interval between surgery and death, or between surgery and the last observation point. For surviving patients, the data were censored at the last follow-up. *P* value less than 0.05 in all cases was considered statistically significant. All samples were scored blind and the quantitation was limited to the tumour epithelial cells.

### Statistical analysis and reproducibility of experiments

Each experiment was repeated at least twice. Unless otherwise noted, data are presented as mean and s.d., and a two-tailed, unpaired Student’s t-test was used to compare two groups for independent samples. *P* < 0.05 was considered statistically significant.

### Results

To understand how oncogenic signalling drives the transformation of cancer cells, we used a previously described HCT116 colorectal cancer cell model (Chan et al, 2002) expressing either mutant (stabilizing Δ45 mutation) or wild-type β-catenin. 

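HCT116 is a colorectal cancer cell line, and the 2 lines compared here each keep a single allele of CTNNB1, the gene of β-catenin. The mutant cells keep the allele with the stabilizing deletion and the wild-type cells the intact allele. RNA was sequenced from 3 replicates of each line after removal of ribosomal RNA with Ribo-Zero, as the paper describes, although the molecule field of the sample labels says polyA RNA. The authors mapped the reads to hg19 with TopHat2 2.1.0, summarized them by gene with htseq-count, and used DESeq. The values analysed here are counts for 3 genes fewer than the 18239 the paper gives, each divided by the size factor of its sample. In every sample 100% of the values were whole multiples of a single step, within 0.001, and this step was taken as 1 read. On this reading the wild-type samples held 29.5, 41.4 and 21.8 M reads in genes (median 29.5 M) and the mutant samples 57.9, 33.5 and 35.2 M (median 35.2 M). The paper states an average of over 100 M reads per sample, and the values here rest on the reads in genes. The 14539 genes with a mean of at least 10 normalized counts were tested with limma (eBayes with a trend) on log2 values with a pseudocount of 1. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and log2 fold changes are mutant over wild-type throughout. The quasi-likelihood test of edgeR on the recovered reads was run beside it. The gene lists, the limma fit and the list tests were set before the data were examined, and so was the rule for the genes named, though values in the paper's figures had been seen by then. The fits of edgeR and DESeq2 without single libraries were chosen after seeing the data. Each list was compared with the other genes by camera with a preset correlation of 0.01 between genes, and its share of the called genes was tested with a one-sided Fisher's exact test, adjusted over 32 lists and both directions. Positions are those of GENCODE 44 on GRCh37. Stretches of chromosomes were chosen because the medians of neighbouring genes, relative to all genes, had the same sign in every replicate number. That their genes are higher or lower together follows from this choice. Whether the replicate numbers pair the samples is not stated in the labels, and the main fit did not use them. No label says whether the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical.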

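The lines differed in the level of many mRNAs. With limma 2517 genes were higher and 1459 were lower in mutant cells, so that 63.3% of the 3976 called genes were higher. Of these, 1836 were higher and 971 lower by more than 1 on the log2 scale, and 470 were higher and 302 lower by more than 2. The largest rises among well-expressed genes included MRVI1, with a log2 fold change of 4.42 (standard error 0.58, adjusted p = 0.0169 from limma). The largest fall was that of STC1, which encodes the secreted hormone stanniocalcin, with a log2 fold change of -6.37 (standard error 0.56, adjusted p = 0.00597 from limma). CTNNB1, on chromosome 3 from 41236232 to 41301587, gave 14683 ± 3392 normalized counts (SD, n = 3) in wild-type cells and 18375 ± 469 (SD, n = 3) in mutant cells. Its values were 18594, 12532 and 12923 in wild-type replicates 1, 2 and 3 and 18704, 17838 and 18582 in the mutant replicates. The log2 fold change of 0.35 (standard error 0.18) did not pass the test (adjusted p = 0.15 from limma), nor an exact two-sided permutation test (p = 0.3, where 0.1 is the smallest p that 3 against 3 samples allow). Without wild-type replicate 1 it was 0.53 (adjusted p = 0.0134 from limma), and over all alternatives the adjusted p lay between 0.000105 and 0.625. With their own scaling edgeR gave CTNNB1 a log2 fold change of 0.12 (adjusted p = 0.593) and DESeq2 0.12 (adjusted p = 0.625). In the limma fit the median of all genes was itself 0.24.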

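The median log2 fold change of all genes tested was 0.24 with limma and 0.01 with edgeR. Medians of gene lists have the limma median taken off where they are given relative to all genes. Other list medians and means, and the median differences of lists in replicates 1, 2 and 3, are not shifted in this way. edgeR called 1825 genes higher and 1657 lower (52.4% higher), of which 3058 were called by limma in the same direction. The balance of directions among the larger changes depended on the setting. Beyond 2 on the log2 scale edgeR called 278 genes higher and 301 lower (267 and 275 with upper-quartile factors) and DESeq2 388 and 467, against 470 and 302 with limma, and rescaling the values by TMM factors, chosen after seeing the data, gave 362 and 391. Beyond 1 edgeR called 1238 higher and 1136 lower (1128 and 995 with upper-quartile factors) and DESeq2 1879 and 1633. In 45.7% of the genes tested the 3 mutant values did not overlap the 3 wild-type values, where chance gives 10%, and 3784 called genes were among them. The distance between the lines differed with the replicate number. The SD of the log2 difference over all genes was 0.51 between the samples numbered 1, 1.42 between those numbered 2 and 1.46 between those numbered 3, with medians of -0.05, 0.39 and 0.39. Within the wild-type line this SD was 0.67 and 0.74 between replicate 1 and replicates 2 and 3, and 0.34 between replicates 2 and 3. Within the mutant line it was 0.84, 0.85 and 0.27. The samples numbered 1 were thus nearer to each other than to the other samples of their own line. The number of called genes depended on single libraries. With limma it was 7189 without wild-type replicate 1 and 8285 without mutant replicate 1, and it fell to 0, 0, 23 and 20 without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 and mutant replicate 3. In these last 4 fits 4157, 4333, 4229 and 4317 genes had an unadjusted p under 0.05, edgeR called 0, 0, 30 and 29 genes, and DESeq2 called 1887, 2173, 2073 and 2136. Beyond 2 on the log2 scale limma called 1433 genes without wild-type replicate 1 and 1625 without mutant replicate 1, and 0, 0, 19 and 17 in the other 4 fits, where DESeq2 called 422, 475, 457 and 473, edgeR 0, 0, 24 and 23, and 642, 588, 603 and 630 had an unadjusted p under 0.05. Beyond 1 the limma counts were 4608 and 5149, and 0, 0, 23 and 20. Among the genes named by the rule, 134, 135, 124 and 125 were no longer called by limma in the same 4 fits, with none of their directions changed.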

Differentially-expressed mRNAs were identified in the mutant (CTNNB1^−/Δ45^) or wild-type (CTNNB1^WT/-^) cells using RNA-Seq which identified 18239 genes with 1085 showing significantly differential expression in mutant cells (p < 0.05; log-fold-change > 2) and 735 showing significantly differential expression in wild-type cells . Gene Ontology (GO) terms significantly (p < 0.05) enriched in mutant and/or wild-type samples were identified. The transcriptome of mutant β-catenin cells is enriched for nuclear and gene-expression associated functions, whereas the wild-type transcriptome is enriched for functions associated with the cell-cell junction role of β-catenin. 

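ZNF genes were higher in mutant cells as a group. Of 354 tested ZNF genes, most of which encode zinc finger transcription factors, 125 were higher and 6 lower in mutant cells (167 higher and 6 lower when adjusted over the list alone). ZNF117 had a log2 fold change of 3.65 (standard error 0.54, adjusted p = 0.0228 from limma), ZNF221 of 2.85 (adjusted p = 0.0312), ZNF703 of 1.83 (adjusted p = 0.0278) and ZNF12 of 1.54 (adjusted p = 0.0256). Of 50 splicing factors 17 were higher and 33 did not pass the test (18 higher and 1 lower when adjusted over the list alone), among them HNRNPD at 1.32 (adjusted p = 0.0404 from limma), HNRNPK at 1.12, HNRNPF at 1.01 and U2AF1, a subunit of the factor that binds the 3′ splice site, at 0.64. U2AF1 was not called by edgeR (adjusted p = 0.100). Of 47 genes of ribosome biogenesis 8 were higher and 39 did not pass the test. RRS1 had a log2 fold change of 2.55 (standard error 0.65, adjusted p = 0.0417 from limma), WDR43 of 1.39 (adjusted p = 0.0429), FTSJ3 of 1.52 (adjusted p = 0.0404) and UTP18 of 0.90 (adjusted p = 0.0396), the last 2 within a stretch of chromosome 17 from 48.1 to 72.4 Mb whose genes were higher together. Adjusted over this list alone limma called 0 of these genes, with 22 higher at an unadjusted p under 0.05, while over all genes edgeR called 7 higher and DESeq2 15 higher and 1 lower. Relative to all genes the list medians were 0.68 for the ZNF genes, 0.09 for splicing factors and 0.43 for ribosome biogenesis on the log2 scale. The ZNF genes were over-represented among the genes higher in mutant cells (adjusted p = 8.76e-15, Fisher's exact test), as were the splicing factors (adjusted p = 0.0160), whereas the adjusted p was 1 for ribosome biogenesis. Camera gave an adjusted p of 9.02e-07 for the ZNF genes and 0.0197 for ribosome biogenesis (0.648 and 0.783 with an estimated correlation). For the splicing factors it was 0.0613 (0.611 with an estimated correlation). The median differences in replicates 1, 2 and 3 were 0.06, 1.34 and 1.41 for the ZNF genes, 0.10, 0.45 and 0.47 for the splicing factors and -0.14, 1.00 and 1.04 for ribosome biogenesis. Without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3, limma and edgeR called 0 genes of these 3 lists higher. In the same 4 fits 129, 134, 135 and 140 ZNF genes, 16, 17, 18 and 18 splicing factors and 8, 9, 9 and 9 genes of ribosome biogenesis were higher at an unadjusted p under 0.05, and DESeq2 called 66, 76, 79 and 79, 4, 5, 6 and 4, and 3, 5, 5 and 4. Without wild-type replicate 1 limma called 233 ZNF genes and 16 of ribosome biogenesis higher, with 11 ZNF genes and 4 splicing factors lower, and without mutant replicate 1 it called 35 of ribosome biogenesis and 27 splicing factors higher, with 19 ZNF genes and 4 splicing factors lower. The camera call for ribosome biogenesis was lost without wild-type replicate 1 (adjusted p = 0.209) and without mutant replicate 3 (adjusted p = 0.0561), and the splicing factors passed without each library but wild-type replicate 1, with adjusted p from 0.0223 to 0.0455, and with no filter on low values (adjusted p = 0.0158).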

Gene Ontology terms relevant to Wnt signalling or EMT are shown in Figure 1A, and are substantially different between the mutant and wild-type cells. 

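Genes that β-catenin and TCF factors activate, and the feedback inhibitors among them, were higher in mutant cells as a group. Of 24 tested targets and feedback genes of canonical Wnt signaling, 12 were higher, 3 lower and 9 did not pass the test (14 higher and 4 lower when adjusted over the list alone). AXIN2, a feedback inhibitor that acts in the β-catenin destruction complex, lies on chromosome 17 from 63524681 to 63557766. It gave 153 ± 27.4 normalized counts (SD, n = 3) in wild-type cells and 1014 ± 24.1 (SD, n = 3) in mutant cells, a log2 fold change of 2.74 (standard error 0.22, adjusted p = 0.00597 from limma). Genes around it, from 48.1 to 72.4 Mb, were also higher together, by a median of at least 0.48 in each replicate number. SP5, a transcription factor induced by Wnt signaling, had a log2 fold change of 2.25 (standard error 0.30, adjusted p = 0.0192 from limma). Relative to all genes the median of the list was 0.47 on the log2 scale, and its median differences in replicates 1, 2 and 3 were 0.36, 1.08 and 1.01. The list was over-represented among the genes higher in mutant cells (adjusted p = 0.00173, Fisher's exact test) and passed camera (adjusted p = 0.0246, but 0.611 with an estimated correlation). It shares AXIN2, TCF7, DKK1, DKK4, BMP4, FGF9 and FGF18 with Figure 1B, whose values from these samples had been seen before the list was set. These p-values are therefore not independent evidence of its direction. The camera call was lost without mutant replicate 1 (adjusted p = 0.251), with no filter on low values (0.0569) and without replicate 1 of both lines (0.262), a setting chosen after seeing the data. With wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3 left out, limma and edgeR called 0, 0, 1 and 1 of these genes higher, against 12 in each fit at an unadjusted p under 0.05 and 10 in each by DESeq2, and without mutant replicate 1 limma called 5 lower. AXIN2 was no longer called without wild-type replicate 2 (adjusted p = 0.0746 from limma) or 3 (0.0611), with log2 fold changes of 2.64 to 2.88 over the 6 fits and adjusted p of up to 0.168 over all alternatives.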

As expected, highly significant enrichment was observed in the mutant cells for ‘Wnt Receptor Signaling’ (p < 1e-6). 

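Genes of epithelial junctions and identity were lower in mutant cells. Of 57 tested, 24 were lower and 3 higher, and 30 did not pass the test (26 lower and 4 higher when adjusted over the list alone). S100A14, an S100 protein of epithelial cells, gave 1324 ± 439 normalized counts (SD, n = 3) in wild-type cells and 74.8 ± 9.37 (SD, n = 3) in mutant cells, a log2 fold change of -4.07 (standard error 0.31, adjusted p = 0.00597 from limma). AP1M2, a subunit of the adaptor that sorts proteins to the basolateral membrane of epithelial cells, gave 634 ± 73.8 and 76.0 ± 17.1, a log2 fold change of -3.06 (standard error 0.27, adjusted p = 0.00597 from limma). CLDN7, a tight junction claudin, was lower by -1.86 (standard error 0.16, adjusted p = 0.00597 from limma) and lies in a stretch of chromosome 17 from 4.94 to 8.08 Mb whose genes were lower together. Of 26 genes of epidermis development 9 were lower and 3 higher (12 and 3 when adjusted over the list alone). They included LAMB3, a subunit of a basement membrane laminin, at -2.63 (standard error 0.26, adjusted p = 0.00779 from limma) and KRT80, a keratin, at -2.13 (adjusted p = 0.00779). ITGB4, the integrin subunit of hemidesmosomes, changed the other way, by 2.04 (standard error 0.13, adjusted p = 0.00597 from limma), in a stretch of chromosome 17 from 72.8 to 76.8 Mb whose genes were higher together. Of 32 mesenchymal genes 5 were higher and 7 lower (6 and 9 when adjusted over the list alone). QKI, an RNA-binding protein, had a log2 fold change of 1.54 (adjusted p = 0.0132 from limma), and CYR61 and TAGLN, both targets of SRF, fell by 1.45 (adjusted p = 0.0320) and 1.74 (adjusted p = 0.0404) on that scale.
Relative to all genes the medians were -0.77 for the epithelial, -0.91 for the epidermis and -0.49 for the mesenchymal list. Their median differences in replicates 1, 2 and 3 were -0.50, -0.51 and -0.65, then -0.41, -0.82 and -0.97, and 0.03, -0.55 and -0.44. Camera gave adjusted p = 4.94e-08 for the epithelial and 0.000332 for the epidermis list (0.0595 and 0.582 with an estimated correlation), and both were over-represented among the lower genes (adjusted p = 5.51e-09 and 0.00413, Fisher's exact test). The epithelial, epidermis and mesenchymal lists hold some genes of Figure 1C, whose values had been seen before the lists were set. Their tests are therefore not fully independent of that figure. The mesenchymal list did not pass camera (adjusted p = 0.148), but it did as lower without mutant replicate 1 (adjusted p = 0.0211) and without replicate 1 of both lines (0.0160), a setting chosen after seeing the data, and its Fisher's adjusted p was 1 among higher and 0.155 among lower genes. Once wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3 was left out, limma and edgeR called 0, 0, 5 and 5 epithelial, 0, 0, 1 and 0 epidermis and 0 mesenchymal genes lower. In these fits 25 epithelial genes each, 9, 9, 10 and 10 epidermis and 7, 6, 7 and 7 mesenchymal genes were lower at an unadjusted p under 0.05, and DESeq2 called 22, 23, 23 and 23, 8, 9, 9 and 9, and 4, 5, 5 and 5. Of mesenchymal genes limma called 0 higher in these fits (5, 5, 5 and 6 at an unadjusted p, 4 in each by DESeq2), but 10 higher and 11 lower without wild-type replicate 1 and 9 and 15 without mutant replicate 1. The epithelial genes called higher were then 7 and 10.

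**Figure D1:**
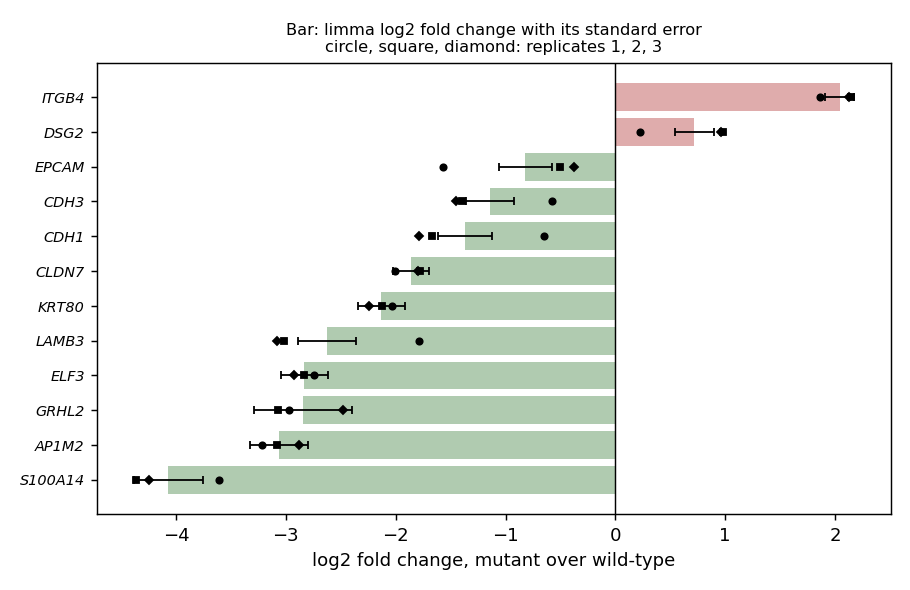
Log2 fold change, mutant over wild-type, of 12 genes of the epithelial and epidermis lists, with bars for the limma estimate, error bars for its standard error and markers for the differences in replicates 1, 2 and 3. S100A14 has the largest fall (-4.07), and of the genes drawn DSG2 (0.72) and ITGB4 (2.04) are higher in mutant cells.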

We also observed that terms associated with an epithelial phenotype were highly enriched in the wild-type cells (cell-cell adhesion, p < 1e-8; epidermis development p < 1e-6) and that there was some enrichment in mutant cells for genes associated with positive regulation of epithelial-to-mesenchymal transition (p < 0.08).

We next examined the expression of individual genes associated with Wnt signaling and EMT as shown in Figures 1B and 1C. Mutant cells express many markers associated with activation of canonical Wnt signaling, whilst wild-type cells were found to express some non-canonical Wnt signaling components and ligands (e.g. Wnt 5A). 

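Of the 20 genes drawn in Figure 1B, 12 were higher and 7 lower in mutant cells (12 and 8 when adjusted over the list alone). The paper draws them as known direct targets of β-catenin and TCF and does not say how they were chosen, so their count is not taken as independent evidence of its direction. FGF9, a ligand of FGF receptors, had a log2 fold change of 3.65 (standard error 0.47, adjusted p = 0.0160 from limma). DKK1 and DKK4, secreted inhibitors of Wnt receptors, had 3.46 (standard error 0.69, adjusted p = 0.0402) and 3.21 (adjusted p = 0.0404). TCF7, a DNA-binding partner of β-catenin, had 2.12 (adjusted p = 0.0372), BMP4 2.01 (adjusted p = 0.0371), BMPR1A 2.32 (adjusted p = 0.0413), SOX30 2.96 (adjusted p = 0.0376), FGF18 1.38 (adjusted p = 0.0396) and WNT16 2.11 (adjusted p = 0.0245). EFNB2 had 2.37 (adjusted p = 0.0354) and lies in a stretch of chromosome 13 from 74.3 to 113.9 Mb whose genes were higher together. WNT5A, a ligand of non-canonical Wnt signaling on chromosome 3 from 55499743 to 55524567, gave 35.5 ± 16.5 normalized counts (SD, n = 3) in wild-type cells and 1.78 ± 1.20 (SD, n = 3) in mutant cells, a log2 fold change of -3.67 (standard error 0.54, adjusted p = 0.0224 from limma). WNT7A had -4.21 (standard error 0.42, adjusted p = 0.00779), WNT2 -2.18 (adjusted p = 0.0410), FGF1 -2.25 (adjusted p = 0.0404), FGF8 -2.34 (adjusted p = 0.0413) and FOSL1, an AP-1 subunit, -1.48 (adjusted p = 0.0404). JUN at -1.97 and BMP6 at 1.29 were called by limma (adjusted p = 0.0426 and 0.0460) but not by edgeR (adjusted p = 0.0589 and 0.0712), and FGF23 at -3.23 was called by neither (adjusted p = 0.0546 and 0.138).
Of 15 tested Wnt ligands 2 were higher and 4 lower, with the same counts when adjusted over the list alone. Of 22 genes of non-canonical Wnt signaling and planar cell polarity 5 were higher and 5 lower, again with the same counts over the list alone. VANGL2, a core planar polarity protein, fell by 2.57 and FUZ, a planar polarity effector, by 1.64 on the log2 scale (adjusted p = 0.0404 for both from limma), while CELSR1, a polarity cadherin, had a log2 fold change of 1.24 (adjusted p = 0.0404). Neither list passed camera (adjusted p = 0.301 and 0.841), and their medians relative to all genes were 0.02 and 0.15, while camera placed both lower. Their median differences in replicates 1, 2 and 3 were -0.25, 0.31 and -0.08 for the ligands and -0.11, 0.56 and 0.65 for the non-canonical list, and DKK1 had 0.89, 4.63 and 4.86. Without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3, limma called 0, 0, 1 and 1 of the Figure 1B genes higher and 0, 0, 1 and 0 lower. At an unadjusted p under 0.05 each of these fits had 12 higher and 7, 7, 8 and 8 lower, DESeq2 called 11 higher and 6, 6, 6 and 5 lower, and edgeR 0, 0, 1 and 1 higher and 0 lower. The ligands had 0, 0, 1 and 0 lower with limma and 0 with edgeR (4 at an unadjusted p and 3 by DESeq2 in each), and none of the non-canonical genes was called by limma or edgeR (5, 5, 6 and 4 higher and 4, 5, 5 and 5 lower at an unadjusted p, 2 higher and 4 lower by DESeq2). Without wild-type replicate 1 limma called 10 non-canonical genes and 3 ligands higher, and without mutant replicate 1 it called 4 ligands higher. Without mutant replicate 1 FGF23 was called as well (adjusted p = 0.00400 from limma). Over the alternatives the adjusted p of FGF23 ran from 4.08e-05 to 0.168.

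**Figure D2:**
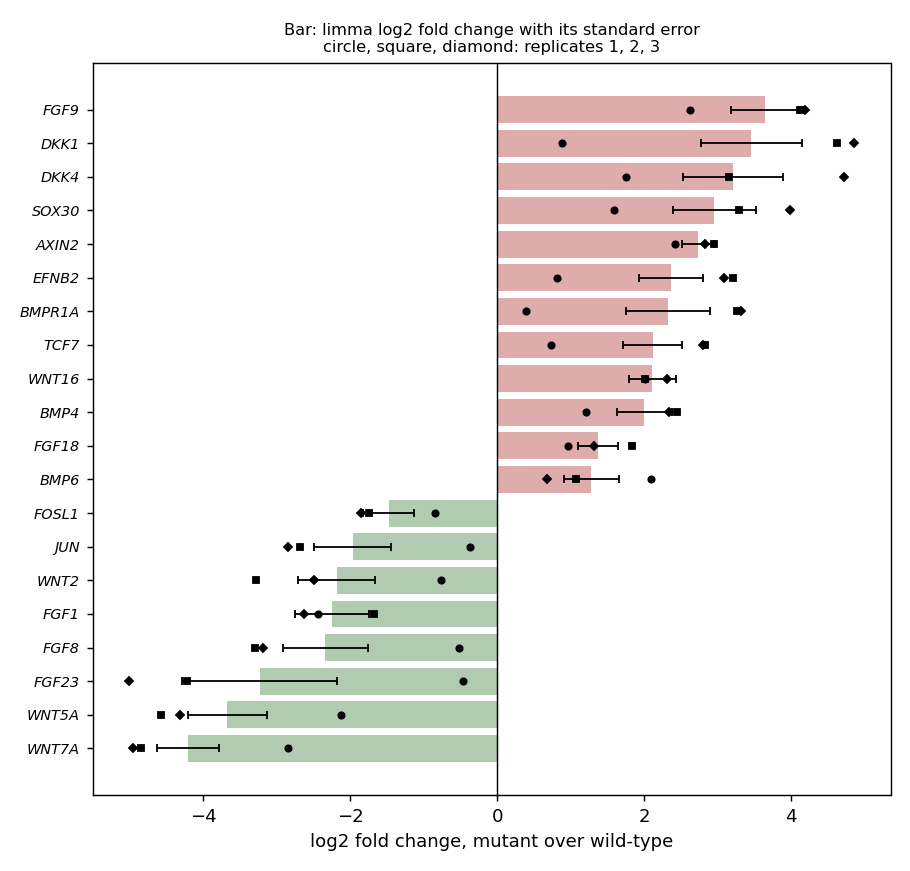
Log2 fold change, mutant over wild-type, of the 20 genes of Figure 1B, with bars for the limma estimate, error bars for its standard error and markers for the differences in replicates 1, 2 and 3. The bars run from -4.21 for WNT7A to 3.65 for FGF9, and the markers of DKK1 lie at 0.89, 4.63 and 4.86.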

Mutant cells express several well-known markers of EMT (VIM, ZEB1) whilst expression of epithelial markers is significantly greater in wild-type cells. 

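VIM, which encodes the intermediate filament vimentin of mesenchymal cells, lies on chromosome 10 from 17270240 to 17279592. It gave 1539 ± 146 normalized counts (SD, n = 3) in wild-type cells and 7839 ± 3930 (SD, n = 3) in mutant cells, a log2 fold change of 2.24 (standard error 0.32, adjusted p = 0.0197 from limma), with differences of 2.86, 1.91 and 1.96 in replicates 1, 2 and 3. ZEB1, a zinc finger repressor of E-cadherin on the same chromosome from 31607424 to 31818742, gave 850 ± 120 and 1494 ± 320 (SD, n = 3), a log2 fold change of 0.80 (standard error 0.22, adjusted p = 0.0428 from limma). It was not called by edgeR (adjusted p = 0.0728), and 8 of 17 alternatives called it, with adjusted p from 0.000230 to 0.168. CDH1, the gene of E-cadherin on chromosome 16 from 68771195 to 68869440, gave 1480 ± 277 in wild-type and 576 ± 144 in mutant cells (SD, n = 3), a log2 fold change of -1.37 (standard error 0.25, adjusted p = 0.0335 from limma). Each of these 3 genes had no overlap between the lines, and an exact two-sided permutation test gave p = 0.1 for each. CDH3, the gene of P-cadherin, fell by 1.14 (adjusted p = 0.0376) and EPCAM, an epithelial adhesion molecule, by 0.82 on the log2 scale (adjusted p = 0.0462). Among genes of mesenchymal cells and their transcription factors, CDH2, the gene of N-cadherin, fell by 1.08 (adjusted p = 0.0498) and SNAI1 by 1.27 (adjusted p = 0.0410), and SNAI2 had -0.36 (adjusted p = 0.269). ZEB2 was not tested, with means of 0.409 and 0.369 normalized counts. DSG2, a desmosomal cadherin, was higher in mutant cells with limma (adjusted p = 0.0413) and not called with edgeR (adjusted p = 0.0511). Of the 12 tested genes drawn in Figure 1C, 4 were higher and 7 lower, over all genes and over the list alone, and since the paper does not say how they were chosen, the count is not taken as independent evidence of its direction. With wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3 left out, limma and edgeR called 0, 0, 1 and 1 of them higher and as many lower, against 4 higher and 6 lower in each fit at an unadjusted p under 0.05 and 2 higher and 6 lower by DESeq2. VIM, ZEB1 and CDH1 lost their calls in these 4 fits, with adjusted p of up to 0.133, 0.161 and 0.161.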

We noted that the epithelial transcription factor, E74-Like ETS Transcription Factor 3 (ELF3), was highly differentially expressed between wild-type and mutant cells (~ 8 fold greater in wild-type cells than mutant cells, p < 1e-10). 

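ELF3, an ETS transcription factor of epithelial cells, was lower in every mutant sample than in every wild-type sample. Its protein-coding gene lies on chromosome 1, on the forward strand from 201977073 to 201986311, and has 9 exons. The normalized counts were 881, 817 and 798 in wild-type replicates 1, 2 and 3 and 131, 114 and 104 in mutant replicates 1, 2 and 3. The means were 832 ± 43.7 (SD, n = 3) and 116 ± 13.6 (SD, n = 3), so that the difference was far larger than the spread between replicates. ELF3 fell by 2.83 on the log2 scale (standard error 0.21, adjusted p = 0.00597 from limma), which is 7.13-fold. The differences in replicates 1, 2 and 3 were -2.74, -2.83 and -2.93. With edgeR the log2 fold change was -3.05 (adjusted p = 0.00728). The adjusted p was 0.0746 without wild-type replicate 2 and 0.0611 without wild-type replicate 3 with limma, although the log2 fold change stayed between -2.92 and -2.76 without any single library. The alternatives gave adjusted p from 9.73e-36 with DESeq2 to 0.168, and 14 of 17 were under 0.05.

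**Figure D3:**
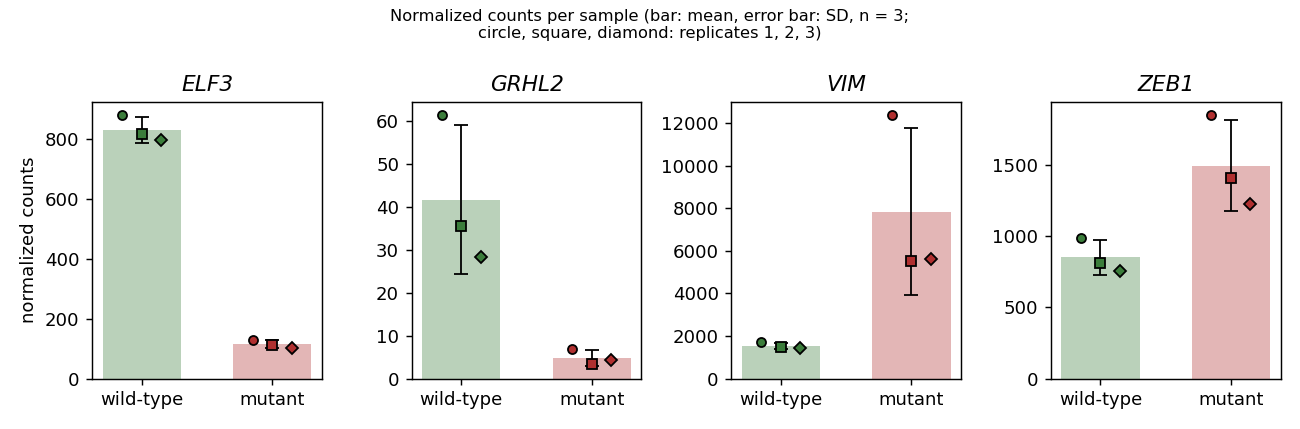
Normalized counts of ELF3, GRHL2, VIM and ZEB1 in wild-type and mutant cells, with bars for the mean, error bars for the SD (n = 3) and a marker for each replicate. ELF3 falls from a mean of 832 to 116, and the values of the lines do not overlap for any of the 4 genes.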

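The grainyhead-like factor GRHL2, which activates junction genes such as CDH1, was lower in mutant cells. The gene lies on chromosome 8 from 102504667 to 102681954 and has 16 exons. It gave 61.4, 35.4 and 28.3 normalized counts in the wild-type replicates and 6.96, 3.32 and 4.25 in the mutant replicates, with means of 41.7 ± 17.4 and 4.84 ± 1.89 (SD, n = 3). The log2 fold change was -2.84 (standard error 0.45, adjusted p = 0.0266 from limma and 0.0211 from edgeR). Of 16 alternatives 11 gave an adjusted p under 0.05, over a range of 5.91e-06 to 0.168. Once wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3 was left out the gene was no longer called, with adjusted p of up to 0.156, while its log2 fold change stayed between -3.09 and -2.53. The exact two-sided permutation test gave p = 0.1.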

Other genes highly significantly over-expressed in the wild-type cells include GRLH2 (Grainyhead-like transcription factor 2), a known suppressor of oncogenic-induced EMT.^11^ We also analysed an EMT signature previously identified across hundreds of colorectal cancer tumour samples.^25^ Of the signature of 100 genes (46 epithelial, 54 mesenchymal), 29 were significantly differentially expressed in the RNA-Seq data (p < 0.1). The WT-enriched genes associated almost entirely with the epithelial signature (13 out of 16), and the mutant-enriched genes with the mesenchymal signature (8 out of 13), indicating a significant (p = 0.0226, Fisher’s Exact Test) association.

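More of the called epithelial genes than of the called mesenchymal genes were lower in mutant cells. The genes of the published signature are not listed in the paper's text, so the epithelial (57 tested) and mesenchymal (32 tested) lists stand in its place. They were drawn up before the data were examined, but after values in the paper's figures had been seen, and hold some genes of Figure 1C. At an adjusted p under 0.1 from limma, 54 genes of these lists were called. Of the 40 lower in mutant cells 30 were epithelial and 10 mesenchymal, and of the 14 higher 6 were epithelial and 8 mesenchymal. The odds ratio was 3.88 (p = 0.0468, two-sided Fisher's exact test). The lower mesenchymal genes included CYR61 and TAGLN, and the higher ones VIM, ZEB1 and QKI. The test was not passed without wild-type replicate 2 or 3 (p = 0.143 for each by the exact test) or mutant replicate 1 (p = 0.441), nor without a filter on low values (p = 0.0542), for genes with an adjusted p under 0.05 (p = 0.0794) or beyond 1 on the log2 scale (p = 0.0735), and over the alternatives with called genes p ran from 0.0214 to 0.628. It rests on counts of genes, which are not independent of each other.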

To identify potential transcription factors that drive the observed transcriptomic states, we identified enriched transcription factors in mutant or wild-type cells using the Enrichr tool. Over-represented transcription factors were identified in the significantly differential mutant or wild-type gene-sets (Supplementary data), and the most significant predicted transcription factors identified (Supplementary Figure 1).The wild-type transcriptome was highly enriched in genes regulated by Kruppel-like-factor family (KLF) transcription factors and by ELF3. In addition, ELF3 was a high-frequency occurrence in the set of targets regulated by significant (Enrichr analysis; p < 0.01) transcription factors. To further investigate the significance of these findings, we analysed protein-protein interaction (PPI) networks using a network analysis tool. Significantly differential (p < 0.05) mRNAs were first integrated with the human protein-protein interaction (PPI) network (BioGRID). Significant sub-networks were then identified using modularity-based scoring (MoBaS) to find dense sub-networks of the PPI network with significant aggregate fold change.^22^ 

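Figure 1D draws 44 genes as the nodes of a protein interaction network. Of the 43 tested here 21 were higher and 21 lower in mutant cells, and 22 and 21 when adjusted over the list alone. Since the study chose the nodes by their fold change in these samples, the counts are not independent evidence of its direction. The largest rises were those of RFXAP, a subunit of the factor that activates MHC class II genes, with a log2 fold change of 3.00, ESCO2, an acetyltransferase of cohesin, with 2.87, and ZNF417 with 2.41 (adjusted p = 0.0404 for each from limma). The largest falls were those of HCLS1, a cortactin-like protein of haematopoietic cells, with -5.44 (standard error 0.42, adjusted p = 0.00597 from limma), DMRT1, a transcription factor of the testis, with -3.42 (adjusted p = 0.0170), and ZFP36, which promotes decay of mRNAs with AU-rich elements, with -3.14 (adjusted p = 0.0404). HOXA5 was not called by limma, and JUN, FADD and DDIT3 were called by limma and not by edgeR. PRKD1, with means of 11.3 and 1.37 normalized counts, was under the filter. Among families of predicted regulators, KLF11 rose by 0.94 (adjusted p = 0.0429 from limma) and KLF7 fell by 1.81 (adjusted p = 0.0438) on the log2 scale, and the other 13 of 15 tested KLF genes did not pass the test. Adjusted over that list alone limma called 0 of them, with 3 higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 2 higher and 3 lower and edgeR 1 and 1 over all genes. The KLF list did not pass camera (adjusted p = 0.695). Of 20 ETS genes, the family of ELF3, 5 were higher and 2 lower, over all genes and over the list alone. SPDEF, an ETS factor of secretory epithelia, had a log2 fold change of -3.53, ETV1 of 1.27 and ELK3 of 0.78 (adjusted p = 0.0404 for each from limma). The ETS list did not pass camera either (adjusted p = 0.986). The paper predicts KLF factors and ELF3 from the genes they regulate, so the mRNA levels of family members do not test that prediction. Without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3, limma and edgeR called 0 of the nodes higher and 0, 0, 1 and 1 lower, against 22 higher and 21 lower in each fit at an unadjusted p under 0.05 and 17, 19, 18 and 18 higher and 19, 19, 18 and 19 lower by DESeq2. In these fits limma and edgeR called 0 KLF genes (1 higher and 2 lower at an unadjusted p in each) and 0 ETS genes higher (5 at an unadjusted p in each), and 0, 0, 1 and 1 ETS genes lower. DESeq2 then called 0 KLF genes higher and 1 lower, and 0, 1, 1 and 1 ETS genes higher and 1, 2, 2 and 2 lower. Without wild-type replicate 1 limma called 3 KLF genes higher and 3 lower and 8 and 5 ETS genes, and without mutant replicate 1 it called 2 and 3, and 7 and 5.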

Identification of enriched transcription factors in high scoring sub-networks showed that ELF3 and KLF transcription factors were the most significant predicted transcriptional regulators of the top scoring sub-network identified (Figure 1D). In summary, the comparison between cells with mutant or wild-type β-catenin showed a strong epithelial signature in the wild-type cells and induction of EMT in the mutant cells. ELF3 was identified as both significantly greater expressed in the wild-type cells, and one of the most significant predicted transcription factors regulating the observed wild-type transcriptome. We hypothesized that ELF3 may therefore repress oncogenic-signaling induced EMT, and may itself be subject to repression by Wnt/ β-catenin signalling.

We therefore investigated the function of ELF3 and its relationship to oncogenic Wnt signaling in tumour gene-expression datasets as shown in Figure 2. We observed that ELF3 expression is anti-correlated with the expression of the EMT marker, ZEB1, and that this anti-correlation can be observed across multiple tumour types. We observed that ELF3 is also anti-correlated with β-catenin/CTNNB1 (albeit to a less degree). Figure 2B shows heatmap profile plots of the expression of ELF3 and CTNNB1 correlated genes, showing quite distinct and largely mutually exclusive expression profiles. Therefore, the differential expression of Wnt/oncogenic makers versus epithelial markers observed in the mutant/wild-type CTNNB1 cells is also reflected across large-scale tumour gene-expression datasets.

We next investigated the expression of ELF3 protein in colorectal adenocarcinoma (CRC) and adjacent normal tissues (Figure 3 and Supplementary Figure 2). As shown in Supplementary Figure 2, we first observed that ELF3 expression is strongest in epithelial layers of adjacent non-tumour colorectal tissues, and its expression is significantly reduced in CRC (Figure 3A and B). In 86 CRC cores analysed, patients with tumours expressing a high level of ELF3 survived longer when compared with those with tumours expressing a lower level of ELF3 (Figure 3C). These observations agree with the finding that ELF3 may inhibit EMT and tumour progression.

**Figure 3:**
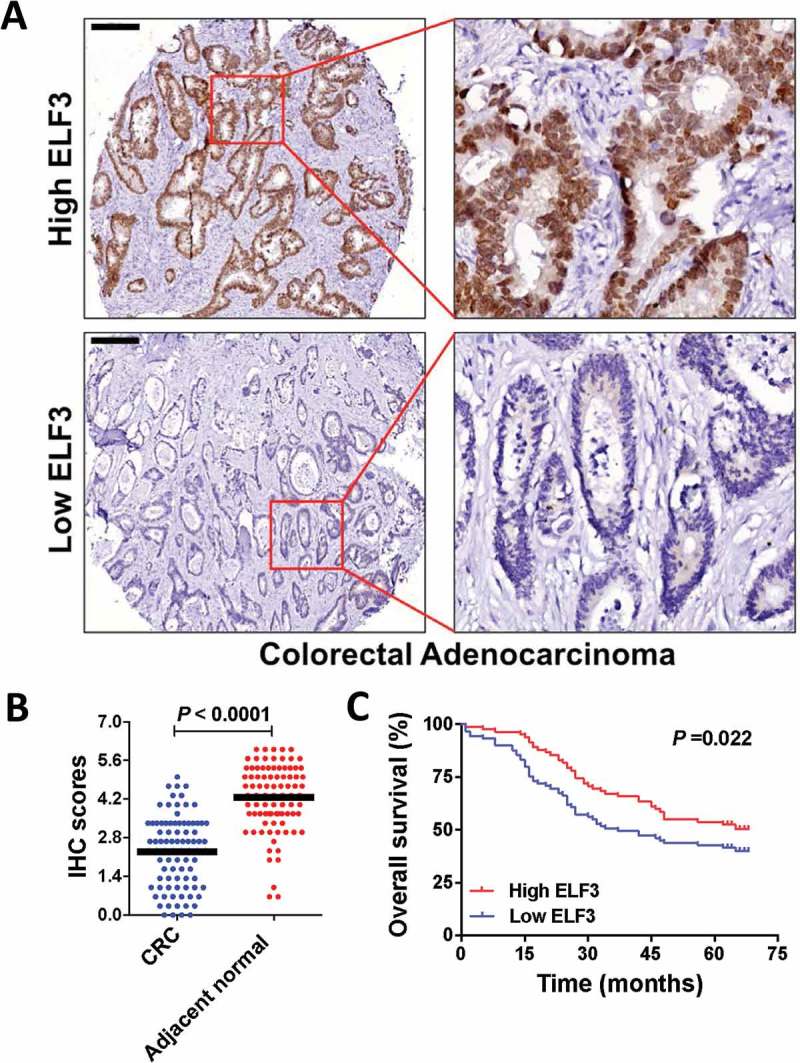
**Reduced ELF3 expression in colorectal adenocarcinoma (CRC) and correlation with poor patient survival (A)** Representative ELF3 staining pattern (High or Low ELF3) in 86 human CRC tissue microarray cores. Scale bar: 200 μm. **(B)** Graph showing IHC scores of ELF3 staining in 86 paired human CRC and adjacent normal tissues (*P* < 0.0001) **(C)** A Kaplan–Meier survival curve shows significant association between low levels of ELF3 and poor survival in CRC patients (*P* = 0.022). The y axis indicates percentage of patients surviving at the indicated time points.

To investigate whether ELF3 repression is uniquely associated with oncogenic signalling through the Wnt/β-catenin signaling pathway, we also analysed ELF3 expression in cells with altered CTNNB1 status. Differential expression levels of ELF3 mRNA (Figure 4A) and protein (Figure 4B) were observed in the HCT116-CTNNB1 cell lines, with significantly elevated ELF3 in wild type cells compared to mutant cells, consistent with the RNA-seq results (Figure 1B). In addition, high ZEB1 and low E-cadherin were observed in mutant (CTNNB1-/Δ^45^, compared to wild-type β-catenin (CTNNB1WT/-) HCT116 cells (Figure 4B). 

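Relative to the mean of the mutant samples, the ELF3 mRNA level from RNA-Seq was 7.16 ± 0.38 (SD, n = 3) in wild-type cells and 1 ± 0.12 (SD, n = 3) in mutant cells. The lowest wild-type sample lay far above the highest mutant sample, and an exact two-sided permutation test gave p = 0.1, the smallest p that 3 against 3 samples allow. From the lower ELF3 level in cells with mutant β-catenin, the paper states in the legend of Figure 4 that oncogenic signaling represses ELF3.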

To test whether ELF3 repression occurs with other oncogenic signalling pathways, we analysed cells with altered KRAS activity. HCT116 cells carry an endogenous activating KRAS G13D point mutation required for maintaining their oncogenic state. Their isogenic counterparts, HKe−3 and HKh−2, were created by genetic disruption of the activated KRAS allele and are impaired in both anchorage-independent growth and the ability to form tumours in mice.^26^ We found ELF3 is expressed at a higher level in cells with wild type KRAS (HKe-3 and HKh-2) compared to parent HCT116 cells with mutant KRAS (Figure 4C). We then used HKe-3 cells carrying a stable integration of a regulatable RAS construct made up of mutant HRAS fused to the oestrogen receptor (ER) ligand-binding domain that is conditionally responsive to 4-hydroxytamoxifen (OHT).^16^ Addition of OHT acutely activates the RAS pathway in HKe-3 cells expressing ER:HRAS V12.^5,27^ As shown in Figure 4D, a significant reduction in ELF3 protein expression and an increase in ZEB1 level were observed in HKe3 ER:HRAS V12 cells following RAS pathway activation by adding 4-OHT. Therefore, ELF3 repression is associated with the activation of oncogenic signalling via the Wnt/β-catenin or RAS pathways.

**Figure 4:**
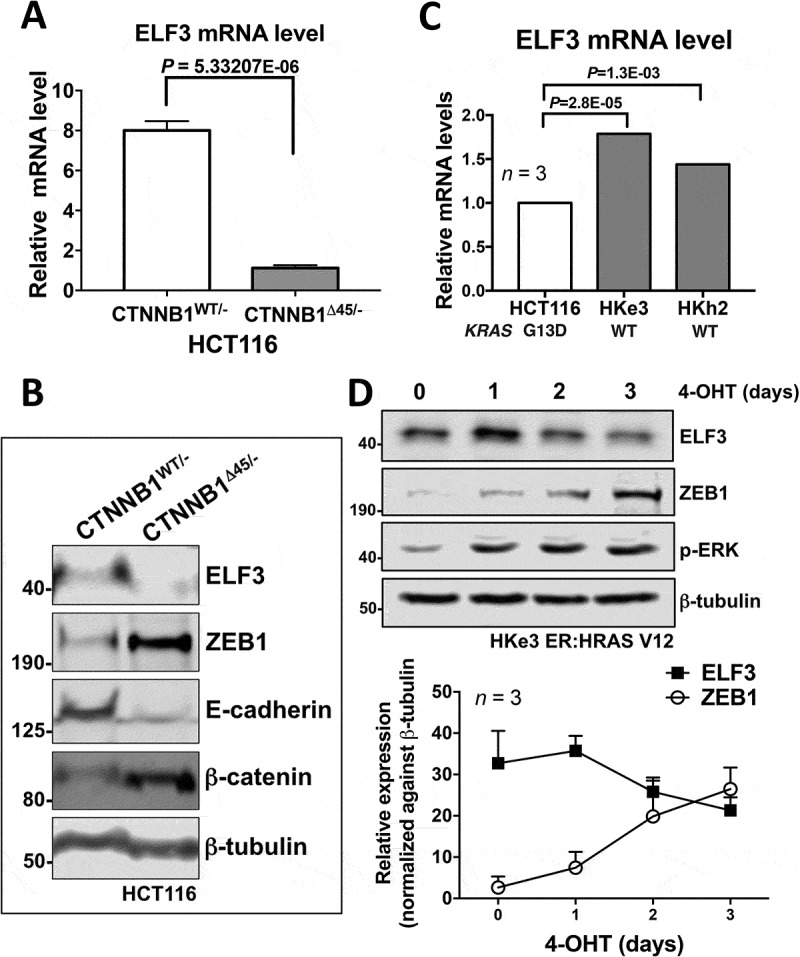
**ELF3 expression is repressed by oncogenic signaling (A)** Relative ELF3 mRNA expression in HCT116-CTNNB1^Δ45/-^ and HCT116-CTNNB1^WT/-^ cells from RNA-Seq analysis (*n* = 3 replicates for each cell-line). **(B)** Western blot analysis of ELF3, β-catenin and EMT markers ZEB1 and E-cadherin in HCT116-CTNNB1^Δ45/-^ and HCT116-CTNNB1^WT/-^ in cell-lines. μ-tubulin was used as a loading control. **(C)** ELF3 mRNA levels in HCT-116 cells compared with HKe-3 and HKh-2 cells, in which mutant KRAS is removed. (*n* = 3 replicates for each cell-line). **(D)** Western blot analysis of ELF3, phosphor-ERK (p-ERK) and an EMT marker ZEB1 in HKe3 ER:HRAS V12 cells with the indicated treatment. β-tubulin was used as a loading control. Graph showing relative expression of ZEB1 or ELF3, normalized to β-tubulin in HKe3 ER:HRAS V12 cells with the indicated treatment (*n* = 3).

Our computational analysis (Figure 2) suggested that ELF3 may repress EMT, in particular ZEB1 expression, in epithelial cells. We showed previously that RAS pathway activation in HKe-3 ER:HRAS V12 induces EMT via up-regulation of ZEB1.^5^ To investigate the role of ELF3 in RAS activation-induced EMT, we knocked down ELF3 in HKe-3 ER:HRAS V12 in the presence or absence of RAS activation by addition of 4-OHT. RAS activation alone had a small but detectable impact on ZEB1 expression. ELF3 knockdown together with oncogenic RAS activation achieved a significant additive effect in inducing EMT, reflected by a large increase in ZEB1 expression (Figure 5A). Given the inverse correlation between ELF3 and β-catenin signatures (Figures 1 and 2), we asked whether ELF3 regulates ZEB1 expression via the Wnt/β-catenin pathway. The effects of ELF3 on Wnt/β-catenin driven transcription were analysed as shown in Figure 5A. ELF3 expression in conjunction with Wnt stimulation (Wnt3A ligand) abrogated the induction of TopFLASH (β-catenin/TCF) responsive reporter expression in HEK293 cells. This was also observed in HCT116 cells, where the addition of exogenous Wnt ligand does not markedly increase the levels of β-catenin nor β-catenin-driven transcriptional activity (Figure 5B).^28^ In HCT116 cells, ZEB1 expression induced by ELF3 RNAi, was abolished on β-catenin knockdown (Figure 5C).

**Figure 5:**
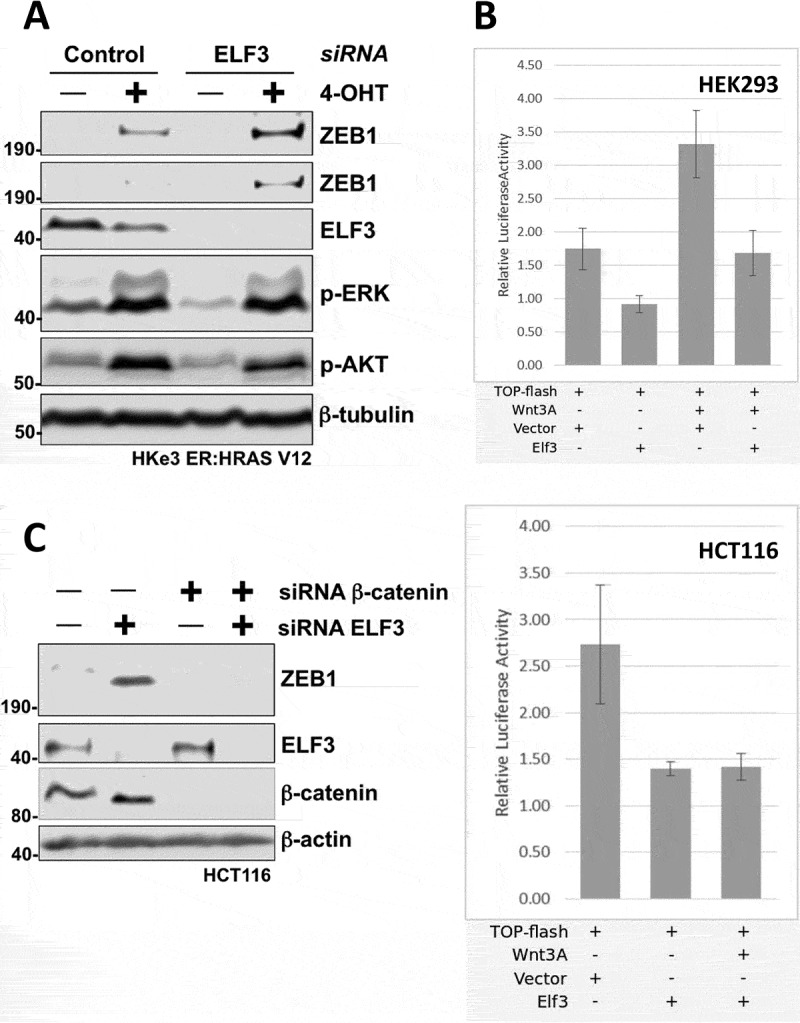
**ELF3 is an antagonist of oncogenic EMT and Wnt signaling (A)** Western blot analysis of ZEB1, ELF3, phospho-ERK (p-ERK) and phospho-AKT (p-AKT) in HKe3 ER:HRAS V12 cells with the indicated treatment. β-tubulin was used as a loading control. **(B)** Expression of human ELF3 inhibits Super8XTOPFlash luciferase reporter activity in HEK293T and in HCT116 cells **(C)** Western blot analysis of ZEB1, ELF3 and β-catenin in HKe3 ER:HRAS V12 cells with the indicated treatment. β-actin was used as a loading control.

## Discussion

In this study we identified ELF3 as a repressor of the EMT-TF and marker ZEB1 in colorectal cancer cells through its antagonism of Wnt and RAS oncogenic signalling pathways. Transcriptomic analysis of mutant and wild-type β-catenin colorectal cancer cells showed that mutant cells were enriched with mesenchymal markers such as Vimentin (VIM) and that ELF3 was significantly more abundant in wild-type β-catenin cells. We showed that ELF3 exhibits mutually exclusive patterns of expression with CTNNB1/ β-catenin across colorectal tumour panels and that ELF3 is an antagonist of Wnt/β-catenin and RAS signalling-induced EMT.

There has been significant recent interest in the role and function of ELF3 and other members of the ETS-related transcription family in part because of multiple observations of differential gene-expression profiles across cancer tumour datasets. For example, recent analysis of ovarian tumours showed that ELF3 expression was restricted to epithelial cells, and that reduced ELF3 expression across tumour gene-expression panels (TCGA) correlated with poor prognosis.^29^ In the same study, upregulation of ELF3 in ovarian cancer cell-lines caused reduced expression of mesenchymal markers, suppression of proliferation and anchorage-dependent growth. A large-scale genomics screen of ampullary adenocarcinoma patients revealed frequent loss-of-function mutations of ELF3, consistent with its role as a tumour suppressor.^14,15^ In conjunction with these ELF3 inactivating mutations, altered levels of Wnt signalling were observed and it was found that silencing of ELF3 promoted motility and invasion of normal human epithelial cells.

We also investigated the interplay between ELF3, oncogenic signalling via the Wnt and RAS pathways and EMT. Expression of the EMT marker ZEB1 has previously been shown to be transcriptionally regulated by β-catenin/TCF protein complexes in colorectal cancer cells,^30^ and we found elevated ZEB1 in cells with mutant β-catenin. Knock-down of ELF3 in HCT116 colorectal cancer cells substantially increased ZEB1 expression suggesting that ELF3 functions as a repressor of ZEB1 expression. This is abrogated however in cells with concurrent knock-down of both β-catenin and ELF3, suggesting that removal of the ELF3 repression is insufficient, but requires active β-catenin/TCF to induce ZEB1 expression. We also showed that induction of RAS signalling induced ZEB1 expression and decreased ELF3 expression, and that RAS-mediated induction of ZEB1 was enhanced by concurrent knock-down of ELF3, showing that ELF3 represses ZEB1 expression induced by the RAS pathway. In support of its wider role as a transcriptional repressor of oncogenic signalling, ELF3 has been shown to have transcriptional repressor effects in prostate cancer, where it interacts with the androgen receptor, and thereby prevents the recruitment of the androgen receptor to target gene promoters.^31^ In addition, in breast cancer cells, ELF3 has a repressive effect on oestrogen receptor (ERα) transcriptional activity and this results in decreased signalling through this pathway and decreased proliferation.^32^

In contRASt to these studies, ELF3 has also been shown to have an oncogenic role in colorectal cancer, and to be associated with the transactivation of Wnt/ β-catenin signalling.^33^ These authors showed that suppression of ELF3 reduced cell proliferation and Wnt/ β-catenin activation. One feature of ELF3 that may shed light on this apparent paradox may be the differential function of nuclear vs cytosolic ELF3 protein. It was previously shown that ELF3 (ESE-1) is localized in the cytoplasm of human breast cancer cells, and that cytoplasmic ELF3 can induce transformation of human mammary cells whereas nuclear localization of the protein caused apoptosis via a transcription-dependent mechanism.^34^ Furthermore, specific nuclear export sequences are required to maintain the cytoplasmic localization and transformation ability, and the SAR domain alone can initiate transformation.^35^ ELF3 has also been shown to interact with β-catenin and that co-localization of ELF3 and β-catenin occurred in the cytosol and at the plasma membrane.^36^ Clearly, further studies will be required to fully explain the apparently divergent functions of ELF3 in line with the proposal that ELF3 is a moonlighting protein which may have different functions according to the cancer type and cellular localization of the protein.^13^

## Conclusions

In summary, we have showed using analysis of large-scale gene-expression data and from tumour panels that the expression of ELF3 is consistent with its role as an epithelial marker and tumour suppressor in colorectal cancer. We showed that ELF3 is a key transcription factor that differentiates cells with mutant (oncogenic) and wild-type β-catenin, and that ELF3 antagonizes the promotion of ZEB1 expression via the Wnt and RAS oncogenic signalling pathways.

## Abbreviations

ETS: erythroblast transformation specific
EMT: Epithelial-mesenchymal transition
EMT-TF: EMT transcription factor
TCGA: The Cancer Genome Atlas
MET: Mesenchymal-epithelial transition

How the deposited data were processed for this re-analysis (not part of the article)

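RNA of HCT116 cells with mutant or wild-type β-catenin was measured in 3 replicates of each line, named here by line and replicate number as in the sample labels. The paper describes removal of ribosomal RNA (the molecule field of the sample labels says polyA RNA, and which of them holds was not settled here), paired-end sequencing and mapping to hg19 with TopHat2 2.1.0, and the submitters' processing notes also name CASAVA 1.8.2. Reads were summarized by gene with HTSeq and compared with DESeq, whose versions and gene annotation the paper's text does not name. The signal values used here, as deposited, are gene counts that the authors divided by 1 size factor per sample. The p-values in the same table were computed by the authors with DESeq and adjusted for the false discovery rate, and stand beside a log2 ratio. The log2 ratio equalled the log2 ratio of the group means within 1e-06 for all 18224 genes with a numeric value. The authors' ratio and p were compared with the values computed here and entered no test. The normalized totals lay between 35.8 and 37.3 M in every sample, and whole reads were recovered from the step between values. The size factors found in this way were 0.815, 1.16 and 0.600 for the wild-type and 1.58, 0.904 and 0.942 for the mutant samples, where DESeq2 computes 0.900, 1.06, 0.547, 1.67, 1.07 and 1.11 from the same reads. The 10 most abundant genes took 3.60% to 5.88% of the reads of a sample.

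Tests were run in R 4.3.3 with limma 3.58.1, and with edgeR 4.0.16 and DESeq2 1.42.0 as alternatives. Annotation and figures used Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Genes with a mean of at least 10 normalized counts were kept, a pseudocount of 1 was added, and genes with an adjusted p under 0.05 were called, with counts also given beyond 1 and 2 on the log2 scale since the base of the paper's cut-off is not stated. Of the gene symbols 15487 matched GENCODE 44 directly and 2045 through an older symbol, 704 did not match, and 96.0% received a position, a length and a GC content. The 32 gene lists cover Wnt signaling, epithelial, epidermal, intestinal and mesenchymal genes, the KLF, ETS, ZNF, HOX, cancer-testis and protocadherin families, growth factor responses, proliferation, stress and metabolism, ribosome biogenesis and splicing, markers of other cell types, ribosomal proteins, and RNAs that mostly lack a polyA tail. The mitochondrially encoded genes had no member in the table. Genes are named where the paper names or draws them, where they were among the 6 with the largest change in each direction (no overlap between the lines, mean of at least 100 normalized counts in the higher line), or where they were among up to 4 called members of a list with the smallest p. Values in the paper's figures had been seen when this rule was written.

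On simulated counts with 3 against 3 samples and 200 changed genes, limma recovered 6%, 54%, 100% and 100% of genes changed 1.5-, 2-, 4- and 8-fold with 4 false calls, edgeR the same shares with 7 false calls, and DESeq2 8%, 58%, 100% and 100% with 21 false calls. The simulated samples of a line differed only in depth and random noise, and no other gene differed between the lines. In the data both samples numbered 1 depart from their line, so these shares and false calls do not carry over to the data. The scan for neighbouring genes that move together found 1 simulated stretch of 150 genes, with 99.3% of its genes. Alternatives covered the test (edgeR, DESeq2), the scaling factors, the filter on low values, the pseudocount, a replicate block, the removal of each library, the unadjusted p, a test against a minimum fold, and for lists camera with an estimated correlation and fry. The removal of replicate 1 of both lines, the rescaling of the values by TMM factors, and the removal of each library with edgeR and DESeq2 were chosen after seeing the data. The published signature of colorectal tumours, the transcription factor predictions and the network scoring were not analysed here. The paper's western blots, tissue panels, tumour datasets and RAS-inducible cells were not used here either.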

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

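Among the tests in this part, those of the replicate numbers, of the chromosome stretches and of genomic DNA were chosen only after the results were seen. The last 2 and the mixture test took another form after earlier ones had been computed. The tests of GC content, length and exon number for the ZNF genes and the splits of the samples were planned before they were run. For the ZNF genes, though, the limit was set from the size of the pattern already seen.

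The lines differed less in the samples numbered 1 than in those numbered 2 and 3. The tables argue against counting noise, since the SD of the log2 difference in replicate 1 was 0.309 of that in the others after thinning to the smallest library, and against GC content, exon number and length, since the ratio was 0.382 after regression on them. They also argue against wild-type RNA mixed into mutant replicate 1, since the share it would need ranged over 0.584 between the 10th and 90th percentile of genes, and ELF3 would need a share of 0.0241 where the median gene needs 0.644. Mutant RNA mixed into wild-type replicate 1 stays open, with a range of 0.408 (bootstrap interval 0.391 to 0.423), a median share of 0.289 and a share of -0.091 for ELF3. The labels name no batch, and no biological explanation was tested for this pattern.

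Genes in 6 stretches of the genome, most of which the paper does not discuss, moved together in every replicate number, with a smallest median of -0.38 for 58 genes on chromosome 19 from PDCD2L to LOC728752 (34.9 to 37.0 Mb), -0.39 for 45 genes on chromosome 19 from SYNGR4 to SLC6A16 (48.9 to 49.8 Mb), 0.32 for 69 genes on chromosome 13 from KLF12 to CUL4A (74.3 to 113.9 Mb, with EFNB2 of Figure 1B), -0.45 for 81 genes on chromosome 17 from SLC52A1 to TMEM107 (4.94 to 8.08 Mb), 0.48 for 146 genes on chromosome 17 from LOC284080 to GPRC5C (48.1 to 72.4 Mb, with AXIN2 of Figure 1B) and 0.34 for 74 genes on chromosome 17 from GRIN2C to USP36 (72.8 to 76.8 Mb, with ITGB4 of Figure 1C), where the highest of 100 shuffles gave 0.30. The stretches join windows of neighbouring genes whose medians, relative to all genes, shared a sign and passed a set size in every replicate number. Their common direction therefore follows from this choice, and the shuffles give the highest value of a window, not of a stretch. In these stretches 50.7% to 64.4% of the genes kept the direction in all 3 replicate numbers, against 28.1% (higher) and 27.9% (lower) elsewhere. The tables argue against GC content, exon number and length for the stretch on chromosome 13 (0.39 after regression) and the stretches of chromosome 17 from LOC284080 (0.42) and GRIN2C (0.48). Regression left -0.0723 from PDCD2L, so these properties may account for that stretch, and they stay open from SYNGR4 (-0.28) and SLC52A1 (-0.21). The test for a different copy number of the region was met for the stretches from PDCD2L and SYNGR4. There the smallest median over both groups of genes split by expression was -0.34 and -0.35. For the stretches from KLF12 (0.32), SLC52A1 (-0.19), LOC284080 (0.30) and GRIN2C (-0.0494) the spread was too wide to tell. This test did not ask for the same shift in every replicate number, which a fixed copy number would give. Medians in replicates 1, 2 and 3 were -0.38, -0.60 and -0.69 from PDCD2L, -0.39, -1.25 and -1.30 from SYNGR4, and 0.32, 0.67 and 0.65 from KLF12. They were -0.45, -0.50 and -0.69 from SLC52A1, 0.52, 0.48 and 0.48 from LOC284080, and 0.49, 0.35 and 0.34 from GRIN2C. The test therefore does not single out PDCD2L and SYNGR4. A different copy number stays a hypothesis for each stretch, since DNA was not measured here.

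The ZNF genes, most of which the paper does not discuss, had a median of 0.68 relative to all genes, above the largest deviation of a wild-type sample from the mean of its group (0.58). That deviation was not taken relative to all genes, so the values are on unlike scales. For the 348 of 354 genes with annotation (98.3%) the median was 0.67, and it was 0.55 after regression on GC content and length and 0.49 with exon number added, which argues against these as the whole cause. The tables also argue against genomic DNA as the whole cause in mutant replicates 2 and 3, since the median olfactory receptor gene had at most 0.0241 (bootstrap interval up to 0.0671) of the reads per kb that the median ZNF gene gained, although without the gene that held most of them olfactory receptor reads were 1.41 and 1.29 times as high there as in the wild-type samples of the same numbers, and for mutant replicate 1 genomic DNA stays open (0.634, interval 0.218 to 3.22). Relative to all genes the median before regression was 0.11, 0.94 and 1.00 in replicates 1, 2 and 3, so whatever makes replicate 1 differ stays open as a part of the cause. The β-catenin genotype, which the design names, also stays open and cannot be separated from other differences between the lines.

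Other lists of genes that the paper does not discuss also exceeded the largest deviation of a wild-type sample from its group. These deviations were not taken relative to all genes, while the list medians were, so the values set side by side are on unlike scales. Over all genes the median log2 difference from wild-type replicate 1 was -0.26 for wild-type replicate 2 and -0.28 for wild-type replicate 3. The size of each margin is therefore not a measure of its strength. Cholesterol synthesis had a median of -1.27 relative to all genes, against a deviation of 0.43. The unfolded protein and integrated stress response had -1.0, against 0.04. Proliferation genes had 0.50, against 0.37. Ribosomal protein genes had -0.82, against 0.35. Replication-dependent histone genes had -2.27, against 0.37. Small RNA genes without a polyA tail had -1.39, against 0.28. In replicate 1 alone the median differences of these 6 lists were smaller, at -0.30, -0.16, 0.08, 0.02, -0.82 and -0.13, the deviations of mutant samples were not set against them, and camera with an estimated correlation passed none (adjusted p = 0.582, 0.611, 0.611, 0.611, 0.582 and 0.611).

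The 6 samples make 10 splits of 3 against 3, too few for a share under 0.05. The real split gave 3976, 2807 and 772 genes (all, beyond 1 and beyond 2) and 1 of 10 splits reached each, the highest of the others being 0 with limma. It gave 12 lists with camera, which 4 of 10 splits reached, the highest of the others being 14, and 13 over-represented lists and directions, which 1 of 10 reached, the highest of the others being 0. With 0 called genes no list can be over-represented, so this last comparison adds nothing to that of the called genes. Each of the other splits also mixes the lines, which puts the difference between them into the spread within its groups.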

How the results depend on the processing

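Leaving out replicate 1 of both lines, the TMM-rescaled values and the leave-one-out fits with edgeR and DESeq2 were chosen only after the results were seen. The counts of called genes in both directions together kept within 1.5 times with edgeR under each of its 3 scalings, both filters, both pseudocounts and the TMM-rescaled values. By direction some did not, with 1606 genes higher with edgeR and upper-quartile factors against 2517, 278, 284 and 267 genes higher beyond 2 with edgeR against 470, 1128 higher beyond 1 with upper-quartile factors against 1836, and 198 lower beyond 2 with a filter of 1 CPM against 302. DESeq2 called 6141 genes and an unadjusted p under 0.05 gave 7288, while limma's test against a minimum log2 fold change of 1 left 15. Leaving out single libraries gave between 0 and 8678 genes, 0 and 5149 beyond 1, and 0 and 1625 beyond 2 over limma, edgeR and DESeq2. Without replicate 1 of both lines there were 11962, 6580 and 2360, and CTNNB1 had 0.52 (adjusted p = 0.000105 from limma). With single libraries left out, ELF3 ranged from -2.92 to -2.76 and CTNNB1 from 0.25 to 0.53 with limma, while on all samples CTNNB1 had 0.12 with edgeR and 0.12 with DESeq2. The labels do not say whether the replicate numbers pair the samples. With a replicate block limma called 0 genes, 0 beyond 1 and 0 beyond 2 (4305 at an unadjusted p under 0.05, where without the block edgeR called 3482 and DESeq2 6141). With the block ELF3 had -2.83 (adjusted p = 0.168 from limma, in a range of 9.73e-36 to 0.168 over all alternatives), and 0 lists were over-represented among called genes. The epithelial and mesenchymal lists then had no gene under an adjusted p of 0.1, so that p = 1 from an empty table (Fisher's exact test) says nothing of their direction. The splicing factors (adjusted p = 0.0331) and hypoxia genes (0.0378) passed camera with the block. Without the block the log2 deviations of same-numbered samples of the lines correlated at -0.53, -0.43 and -0.31 across genes. Camera passed 0 lists with an estimated correlation, against 12, and fry, which tests a list against no change and not against the other genes, passed 5. Camera passed 11 to 14 lists with single libraries left out. Over-representation gave 8 lists and directions for genes beyond 2, against 13, and 0 to 14 with single libraries left out. The association of the epithelial and mesenchymal lists with direction gave p = 0.0542 with no filter, 0.0794 at an adjusted p under 0.05, 0.0735 at an adjusted p under 0.1 and beyond 1, 0.628 without replicate 1 of both lines, and 0.0214 to 0.441 with single libraries left out (Fisher's exact test). The cause of these changes was not tested, nor was the smaller number of genes or samples that some settings leave.

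Some lists that did not pass camera changed direction in at least 1 setting, and their adjusted p in the settings concerned are given, with the range over all fits without 1 library. The FGF ligands had 0.772 with DESeq2. The protocadherins had 0.950 with DESeq2, 0.860 with no filter and 0.231 to 0.981 with single libraries left out. The intestinal genes had 0.890, 0.887 and 0.901 with edgeR under TMM, DESeq2 and upper-quartile scaling, 0.756 with a filter of 1 CPM, 0.906 without replicate 1 of both lines and 0.467 to 0.984 with single libraries left out. The ETS family had 0.816, 0.809 and 0.830 with edgeR, 0.816 with no filter, 0.876 with 1 CPM, 0.919 with the replicate block, 0.998 with a pseudocount of 5, 0.939 with TMM-rescaled values and 0.698 to 0.990 with single libraries left out. The non-canonical Wnt genes had 0.587 with 1 CPM, 0.534 without replicate 1 of both lines and 0.526 to 0.991 with single libraries left out. The BMP and TGF-β genes had 0.867 without mutant replicate 1 (0.426 to 0.879 over all libraries left out). The question fry asks is another one, and its direction was higher, where that of camera was lower, for the FGF ligands and the non-canonical Wnt genes (0.659 for both), the KLF family (0.589) and the cancer-testis genes (0.819). Of the genes named by the rule, no direction reversed, and at most 12 changed their call in each of the other settings that keep all samples and leave out the block.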

Differences from the paper's values

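The alternatives named here were set before the data were examined unless stated otherwise. At p under 0.05 and a log fold change over 2, with no base stated, the paper gives 1085 genes higher in mutant cells, and beyond 2 on the log2 scale 470 were found here with limma. The value without wild-type replicate 1 (1073) and without mutant replicate 1 (1050) no longer differed, while 13 of 15 alternatives still did, over a range of 0 to 1073. For genes higher in wild-type cells the paper gives 735 and limma called 302, and of 15 alternatives only the fit without mutant replicate 1 (575) no longer differed, over a range of 0 to 575. Beyond 1 on the log2 scale limma called 1836 and 971. In the authors' deposited comparison 1063 and 724 genes had an adjusted p under 0.05 and a log2 ratio beyond 1, and 252 and 277 beyond 2. The paper's counts lie near those beyond 1 and far from those beyond 2, so its cut-off was probably a fold change of 2. The counts beyond 2 that came near the paper's when a library was left out are therefore at another threshold and are not taken as agreement. Of 1744 genes called by the authors and tested here, limma called 1707 in the same direction, and edgeR 1509. After the data were seen, leaving out replicate 1 of both lines gave 1704 and 656 genes beyond 2.

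The paper gives an average of over 100 M reads per sample, and the reads in genes recovered here averaged 36.5 M, for which no alternative was set. The paper gives p < 1e-10 for ELF3, and limma gave an adjusted p of 0.00597. Of 15 alternatives DESeq2 (9.73e-36) reached the paper's value, and 14 did not, with adjusted p of up to 0.168. In the authors' deposited comparison it is 1.73e-10. For WNT5A the log2 ratio is about -4.3 in Fig. 1B, read by eye, and -3.67 here, where logs are averaged, while on the scale of the authors' comparison, the log2 ratio of group means, it is -4.32. DESeq2, edgeR under its 3 scalings, the fits without wild-type replicate 1 and without mutant replicate 1 and a pseudocount of 0.5 no longer differed, and the other 7 of 14 alternatives did, over a range of -4.44 to -2.49. For FGF23 it is about -2.0 in Fig. 1B, read by eye, and -3.23 here, and -2.02 on the scale of group means. DESeq2, edgeR under its 3 scalings, the fits without mutant replicate 2 and without mutant replicate 3 and a pseudocount of 5 no longer differed, and 8 of 15 alternatives did, over a range of -4.56 to -2.07. Of 32 bars of Figures 1B and 1C compared, these 2 differed by more than the standard error.

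The paper draws FGF23 as significantly lower in mutant cells, and limma did not call it (adjusted p = 0.0546), nor did DESeq2 or edgeR (0.138 from edgeR). It was called with a pseudocount of 5 (adjusted p = 0.0491) and without mutant replicate 1 (0.00400), and, as settings chosen after seeing the data, with TMM-rescaled values (0.0489) and without replicate 1 of both lines (4.08e-05). The paper draws CDH2, EPCAM, DSG2 and ZEB1 in Figure 1C without an asterisk, and limma called them (adjusted p = 0.0498, 0.0462, 0.0413 and 0.0428), where the authors' adjusted p were 0.103, 0.0815, 0.184 and 0.0907. HOXA5, drawn among the changed genes of Figure 1D, was not called by limma (adjusted p = 0.0504), where the authors' adjusted p was 0.0497. The paper reports some enrichment of genes that promote EMT in mutant cells. Of the mesenchymal list used here, which is not the paper's term, 5 genes were higher and 7 lower, though VIM and ZEB1 were higher.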

Other observations

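Without single libraries, the counts by edgeR and DESeq2 in this part were computed only after the results were seen, whereas the lists and their tests were planned. Enzymes of cholesterol synthesis were lower in mutant cells, with 17 of 23 tested genes lower and 1 higher (17 and 2 when adjusted over the list alone). HMGCS1, which makes HMG-CoA, had a log2 fold change of -1.50 (standard error 0.22, adjusted p = 0.0237 from limma), MVD, which makes isopentenyl pyrophosphate, -1.93 (adjusted p = 0.0404), TM7SF2, a sterol reductase, -0.91 (adjusted p = 0.0372) and CYP51A1, a sterol demethylase, -0.88 (adjusted p = 0.0404). Of 23 genes of the unfolded protein and integrated stress response 8 were lower and 2 higher (13 and 3 over the list alone), including DDIT4, an inhibitor of mTORC1, at -1.56 (adjusted p = 0.0325), the transcription factor ATF4 at -1.14 (adjusted p = 0.0404) and EDEM1 at -0.76 (adjusted p = 0.0412), and SHMT2 at 0.51 (adjusted p = 0.0410), which edgeR did not call (adjusted p = 0.165). Of 28 genes of AP-1 and ERK feedback 11 were lower and 3 higher (11 and 4 over the list alone), with the phosphatase genes DUSP5 at -2.14 (adjusted p = 0.0147) and DUSP4 at 1.4 (adjusted p = 0.0197), IER3 at -1.17 (adjusted p = 0.0132) and the AP-1 subunit JUND at -2.26 (adjusted p = 0.0315). Of 37 proliferation genes 16 were higher and 21 did not pass the test (27 higher over the list alone), among them TYMS, the thymidylate synthase, at 1.98 (adjusted p = 0.0404), CDC6 at 1.64 (adjusted p = 0.0404), and MCM6 at 1.23 (adjusted p = 0.0414) and MCM2 at 0.82 (adjusted p = 0.0413), subunits of the replicative helicase. Of 30 genes of hypoxia and glycolysis 12 were higher and 4 lower (15 and 4 over the list alone), among them the glucose transporter SLC2A1 at 2.7 (standard error 0.30, adjusted p = 0.0124), PDK1 at 1.45 (adjusted p = 0.0376) and BNIP3 at 0.87 (adjusted p = 0.0343).

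Camera gave adjusted p = 2.11e-08 for cholesterol synthesis, 0.000624 for the stress response, 0.00263 for AP-1 and ERK feedback and 6.33e-05 for proliferation (0.582, 0.611, 0.582 and 0.611 with an estimated correlation), and hypoxia and glycolysis did not pass it (adjusted p = 0.0648) but did with DESeq2 (0.0146), with no filter on low values (0.0200) and without mutant replicate 2 (0.0272) or 3 (0.0377), with 0.611 at an estimated correlation. All 5 lists were over-represented among called genes of their direction (adjusted p = 1.75e-11, 0.00724, 0.000391, 0.00162 and 0.0150, Fisher's exact test). Relative to all genes the medians were -1.27, -1.0, -0.59, 0.50 and 0.37. The median differences in replicates 1, 2 and 3 were -0.30, -1.54 and -1.35 for cholesterol synthesis, -0.16, -0.93 and -0.95 for the stress response, -0.07, -0.49 and -0.55 for AP-1 and ERK feedback, 0.08, 1.05 and 1.19 for proliferation and 0.30, 0.64 and 0.83 for hypoxia. Without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3 limma called 0 genes of these lists, and edgeR 0 but for 1 hypoxia gene in each of the last 2 fits. At an unadjusted p under 0.05 these fits gave 17 lower cholesterol genes each, 11, 9, 7 and 7 lower stress genes, 11 lower AP-1 and ERK genes each, 17, 18, 17 and 17 higher proliferation genes and 12, 12, 13 and 13 higher hypoxia genes. DESeq2 called 12, 13, 13 and 14, then 2, 3, 4 and 4, then 9, 9, 10 and 10, then 5, 7, 5 and 5, and 6, 7, 7 and 6. Without wild-type replicate 1 limma called 27 proliferation genes, 5 stress genes, 5 AP-1 and ERK genes and 2 cholesterol genes higher. Without mutant replicate 1 it called 15 stress genes lower, and 24 proliferation genes and 2 cholesterol genes higher.

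Small RNAs and histone mRNAs, most of which lack a polyA tail, and ribosomal protein mRNAs were lower in mutant cells, in libraries for which the paper describes removal of ribosomal RNA and the sample labels say polyA RNA. Of 159 genes of small RNAs without a polyA tail 43 were lower and 2 higher (47 and 2 over the list alone), with SNORD117 at -3.45, SNORD55 at -2.23, SNORA9 at -2.17 and SNORD48 at 1.51 (adjusted p = 0.0404 for each from limma). Of 17 replication-dependent histone genes 11 were lower and 6 did not pass the test (14 lower over the list alone), with HIST1H2BD at -2.76 (adjusted p = 0.0256), HIST1H1C at -2.59 (adjusted p = 0.0221), HIST1H2AC at -2.51 and HIST1H2BN at -2.03 (adjusted p = 0.0404 for both). Of 76 ribosomal protein genes 20 were lower and 56 did not pass the test (40 lower and 1 higher over the list alone), with RPL26 at -1.05, RPS19 at -0.94 and RPL30 at -0.90. Camera gave adjusted p = 4.86e-14, 8.02e-08 and 4.86e-14 (0.611, 0.582 and 0.611 with an estimated correlation), and Fisher's exact test 1.34e-08, 8.96e-07 and 0.000391 among lower genes. The median differences in replicates 1, 2 and 3 were -0.13, -1.82 and -1.54 for the small RNAs, -0.82, -3.05 and -2.8 for the histones and 0.02, -0.89 and -0.89 for the ribosomal proteins. Without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3 limma and edgeR called 0 of them. At an unadjusted p under 0.05 these fits gave 49, 54, 53 and 55 lower small RNAs, 11, 14, 12 and 13 histones and 21, 19, 19 and 26 ribosomal proteins, and DESeq2 called 19, 20, 29 and 29, then 8, 8, 10 and 9, and 2, 3, 4 and 4. Without mutant replicate 1 limma called 94 small RNAs and 51 ribosomal proteins lower, with 4 small RNAs and 3 ribosomal proteins higher. Without wild-type replicate 1 it called 59 ribosomal proteins lower and 4 small RNAs higher.

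Other lists did not pass camera. Of 27 HOX genes, which pattern the body axis, 7 were higher and 1 lower (9 and 1 over the list alone, adjusted p = 0.174 from camera), with HOXA7 at 2.53, HOXA13 at 2.39, HOXB13 at 2.16 and HOXB7 at 1.57 (adjusted p = 0.0404 for each from limma) and median differences of -0.09, 1.16 and 1.06 in replicates 1, 2 and 3. Of 40 interferon-stimulated genes 4 were higher and 7 lower (9 and 12 over the list alone, adjusted p = 0.0774 from camera, 0.0211 without mutant replicate 1 and 0.0450 without replicate 1 of both lines, a setting chosen after seeing the data), with PARP9 at 2.09, OAS1 at -3.15, BST2 at -1.98 and ISG15 at -0.86. Their median was -0.15 (-0.40 relative to all genes) and their mean 0.02, with camera in the lower direction. Of 25 p53 targets 1 was higher and 4 lower, also over the list alone (median 0.19, but -0.06 relative to all genes, mean -0.20, adjusted p = 0.230 from camera, in the lower direction), with FAS at 1.44, BBC3 at -2.60, GDF15 at -2.53 and PLK3 at -1.96. Of 11 cancer-testis genes 3 were higher and 2 lower, also over the list alone (median 0.16, but -0.09 relative to all genes, mean -0.26, adjusted p = 0.695 from camera, in the lower direction), with MAGEA1 at 5.14 and MAGEB18 at -5.24, and MAGEA12 and MAGEB2 both at 0.78. Of 18 genes of the BMP and TGF-β response 5 were higher and 2 lower (6 and 3 over the list alone, adjusted p = 0.794 from camera), with TGFBR1 at 1.24 and BAMBI at -1.11. Of 9 FGF ligands 3 were higher and 2 lower (3 and 4 over the list alone, adjusted p = 0.596 from camera). Of 13 genes of intestinal differentiation 1 was higher and 2 lower, also over the list alone (median 0.21, but -0.04 relative to all genes, mean -0.01, adjusted p = 0.726 from camera, in the lower direction), with KRT20 at 1.8 and ANPEP at -1.88. Of 5 protocadherin cluster genes PCDHGA11 at 2.07 was higher and PCDHB9 at -1.78 lower (2 and 1 over the list alone, adjusted p = 0.695 from camera).

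Of the markers of other cell types, 1 of 3 tested fibroblast genes was lower (COL3A1 at -1.72), 2 of 3 haematopoietic genes were lower (CD68 at -2.41, in the stretch of chromosome 17 from 4.94 to 8.08 Mb whose genes were lower together, and ITGAM at -1.17), 1 of 4 endothelial genes was lower (VWF at -1.17), and of 8 neuronal and glial genes 2 were higher (GFAP at 1.47 and SNAP25 at 0.96) and 2 lower (NEFL at -2.81 and RBFOX3 at -1.91), all with the same counts over the list alone. COL3A1, GFAP, SNAP25 and KRT20 were not called by edgeR (adjusted p = 0.0507, 0.0536, 0.0817 and 0.0506). Camera gave adjusted p = 0.226, 0.0746, 0.194 and 0.421 for them, and for the haematopoietic genes 0.0498 without wild-type replicate 2. For the lists of this paragraph and the one before it, limma called 0 genes without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3, and edgeR 0 but for 1 lower p53 target in each of the last 2 fits. At an unadjusted p under 0.05 these fits gave 9, 8, 8 and 7 higher HOX genes, 9, 9, 7 and 8 lower interferon-stimulated genes and 0 to 6 genes per direction for each other list, and DESeq2 called 4 HOX genes in each, 3, 2, 4 and 4 interferon-stimulated genes lower and 0 to 3 genes per direction for each other list. Without wild-type replicate 1 limma called 14 HOX genes, 13 interferon-stimulated genes, 6 p53 targets, 8 BMP and TGF-β genes, 5 intestinal genes, 3 protocadherins and 3 neuronal and glial genes higher, and 4 BMP and TGF-β genes and 3 intestinal genes lower. Without mutant replicate 1 it called 18 interferon-stimulated genes, 8 p53 targets, 5 BMP and TGF-β genes, 4 FGF ligands, 3 HOX genes, 3 neuronal and glial genes, 2 endothelial and 2 fibroblast genes lower, with 8 interferon-stimulated genes, 5 p53 targets and 3 intestinal genes higher. Of the genes with the largest rises, HPS6 had a log2 fold change of 4.26, LOC400657 of 4.12, FANCF of 4.05, ZBED2 of 3.96 and ZNF594, in that stretch of chromosome 17 although higher itself, of 3.93. Of those with the largest falls, NCALD had -5.25, GBP2, an interferon-induced GTPase, -4.91 and ENPP2, the autotaxin gene, -4.72.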
